# DNGR-1 regulates proliferation and migration of bone marrow dendritic cell progenitors

**DOI:** 10.1084/jem.20241813

**Published:** 2025-05-13

**Authors:** Ana Cardoso, Michael D. Buck, Bruno Frederico, Probir Chakravarty, Oliver Schulz, Kok Haw Jonathan Lim, Cécile Piot, Mariana Pereira da Costa, Evangelos Giampazolias, Francesca Gasparrini, Neil Rogers, Caetano Reis e Sousa

## Abstract

Conventional dendritic cells (cDCs) are sentinel cells that play a crucial role in both innate and adaptive immune responses. cDCs originate from a progenitor (pre-cDC) in the bone marrow (BM) that travels via the blood to seed peripheral tissues before locally differentiating into functional cDC1 and cDC2 cells, as part of a process known as cDCpoiesis. How cDCpoiesis is regulated and whether this affects the output of cDCs is poorly understood. In this study, we show that DNGR-1, an innate immune receptor expressed by cDC progenitors and type 1 cDCs, can regulate cDCpoiesis in mice. In a competitive chimera setting, cDC progenitors lacking DNGR-1 exhibit increased proliferation and tissue migratory potential. Compared with their WT counterparts, DNGR-1–deficient cDC progenitor cells display superior colonization of peripheral tissues but an altered distribution. These findings suggest that cDCpoiesis can be regulated in part by precursor cell-intrinsic processes driven by signals from innate immune receptors such as DNGR-1 that may respond to alterations in the BM milieu.

## Introduction

Conventional dendritic cells (cDCs) are sentinel leukocytes that detect alterations in tissue environments and initiate immune responses against infection and cancer (Cabeza-Cabrerizo et al., 2021a; Guilliams et al., 2014; Merad et al., 2013). cDCs are found in all tissues but originate from a committed precursor in the bone marrow (BM), the common or conventional dendritic cell precursor (CDP). CDPs give rise to pre-cDCs that exit the BM via the bloodstream to seed tissues where they differentiate into “immature” type 1 and 2 cDCs (cDC1s and cDC2s) cells, a process known as cDCpoiesis (Bogunovic et al., 2009; Cabeza-Cabrerizo et al., 2021a; Guilliams et al., 2014; Liu et al., 2009; Merad et al., 2013; Varol et al., 2009). While the regulation of cDCpoiesis is incompletely understood, it is known that pre-cDCs recruitment to the periphery to support cDC turnover during homeostatic and stress (“emergency”) conditions is partially regulated by cytokine and chemokine signals (Cabeza-Cabrerizo et al., 2019, 2021b; Hochweller et al., 2009). For instance, cytokines, such as Flt3 (Fong et al., 2001; Maraskovsky et al., 1996; Naik et al., 2006; Salmon et al., 2016), and chemokines, such as C-chemokine ligand (CCL)2 (Cabeza-Cabrerizo et al., 2021b; Nakano et al., 2017; Pereira da Costa et al., 2023; Scott et al., 2015), impact pre-cDCs expansion in the BM and/or their exit into the blood and entry into tissues. Pre-cDCs can also directly respond to signs of infection or tissue damage as they express a wide array of innate immune receptors, in particular of the TLRs and C-type lectin receptor families (Cabeza-Cabrerizo et al., 2021b; Guermonprez et al., 2013; Nakano et al., 2017; Schmid et al., 2011; Singh et al., 2008). However, to what extent cell-intrinsic signaling by these receptors can control cDCpoiesis remains unclear.

Dendritic cell natural killer lectin group receptor-1 (DNGR-1), also known as C-type lectin domain family 9 member A (CLEC9A), is a C-type lectin receptor specifically expressed in the cDC lineage (Cabeza-Cabrerizo et al., 2021a; Cueto et al., 2020). In mice, it starts to be expressed by CDPs, which then differentiate into DNGR-1^+^ pre-DCs (Schraml et al., 2013). DNGR-1 expression is upregulated during pre-cDC to cDC1 differentiation but extinguished in cDC2s (Schraml et al., 2013). High expression on cDC1s but not cDC2s allows DNGR-1 to be used as a reliable marker for cDC1 in both mice and humans (Caminschi et al., 2008; Huysamen et al., 2008; Poulin et al., 2010, 2012; Sancho et al., 2008). Notably, besides acting as a cDC1 marker, DNGR-1 plays a fundamental role in cDC1 biology. DNGR-1 is an innate immune receptor that binds to filamentous actin (F-actin) exposed on dead cell corpses (Ahrens et al., 2012; Hanč et al., 2015; Zhang et al., 2012). In cDC1, signaling by DNGR-1 in response to ingested dead cell debris can lead to endosomal or phagosomal rupture (Canton et al., 2021). This allows access of dead cell–associated antigens to the cytosol of cDC1s to be processed and cross-presented to CD8^+^ T cells (Sancho et al., 2009). In contrast, the role of DNGR-1 in mouse cDC precursors, which, unlike cDC1, are not known for their cross-presenting ability, remains unclear. We therefore set out to investigate whether DNGR-1 expression by CDPs and pre-cDCs is functionally relevant for cDCpoiesis.

In this study, we demonstrate that DNGR-1 expressed by pre-cDCs can act in a canonical fashion to promote cross-presentation (XP) of dead cell–associated antigens. However, we also uncover a noncanonical role for the receptor in cDCpoiesis. We demonstrate that DNGR-1 expression in pre-cDCs impacts the expression of chemokines, receptors, and transcription factors involved in cell cycle regulation and in cell migration and adhesion. Consistent with the latter, the absence of DNGR-1 resulted in pre-cDCs that are more efficient than WT pre-cDCs at colonizing peripheral tissues but that disperse throughout those tissues rather than localize to specific niches. Our results suggest that DNGR-1 expression modulates cDCpoiesis and contributes to the correct localization of pre-cDCs in peripheral tissues.

## Results and discussion

### Low expression of DNGR-1 in cDC precursors can nevertheless facilitate XP of dead cell–associated antigens

To begin to address the function of DNGR-1 in CDPs and pre-cDCs, we first systematically measured levels of receptor expression in those cells after extraction from BM, spleen, or lungs. We made use of a *Clec9a*^*tdTom*^ mouse that reports *Clec9a* locus activity via tdTomato (tdTom) expression (Frederico et al., 2022) (Fig. 1, A and B; and Fig. S1, A–D). In parallel, we also stained cells with anti–DNGR-1 mAb, comparing intact and permeabilized cells to account for surface versus intracellular receptor pools (Fig. S1, E–G). Irrespective of the assay used, CDPs and pre-cDCs expressed substantially lower levels of DNGR-1 than differentiated cDC1s, consistent with a previous report (Schraml et al., 2013). Using quantitative flow cytometry analysis of stained intact cells (Fang et al., 2022), we estimate that BM pre-cDCs express ∼200 DNGR-1 receptors at the cell surface, while splenic cDC1 express around 800 (Fig. S1 H).

**Figure 1.**
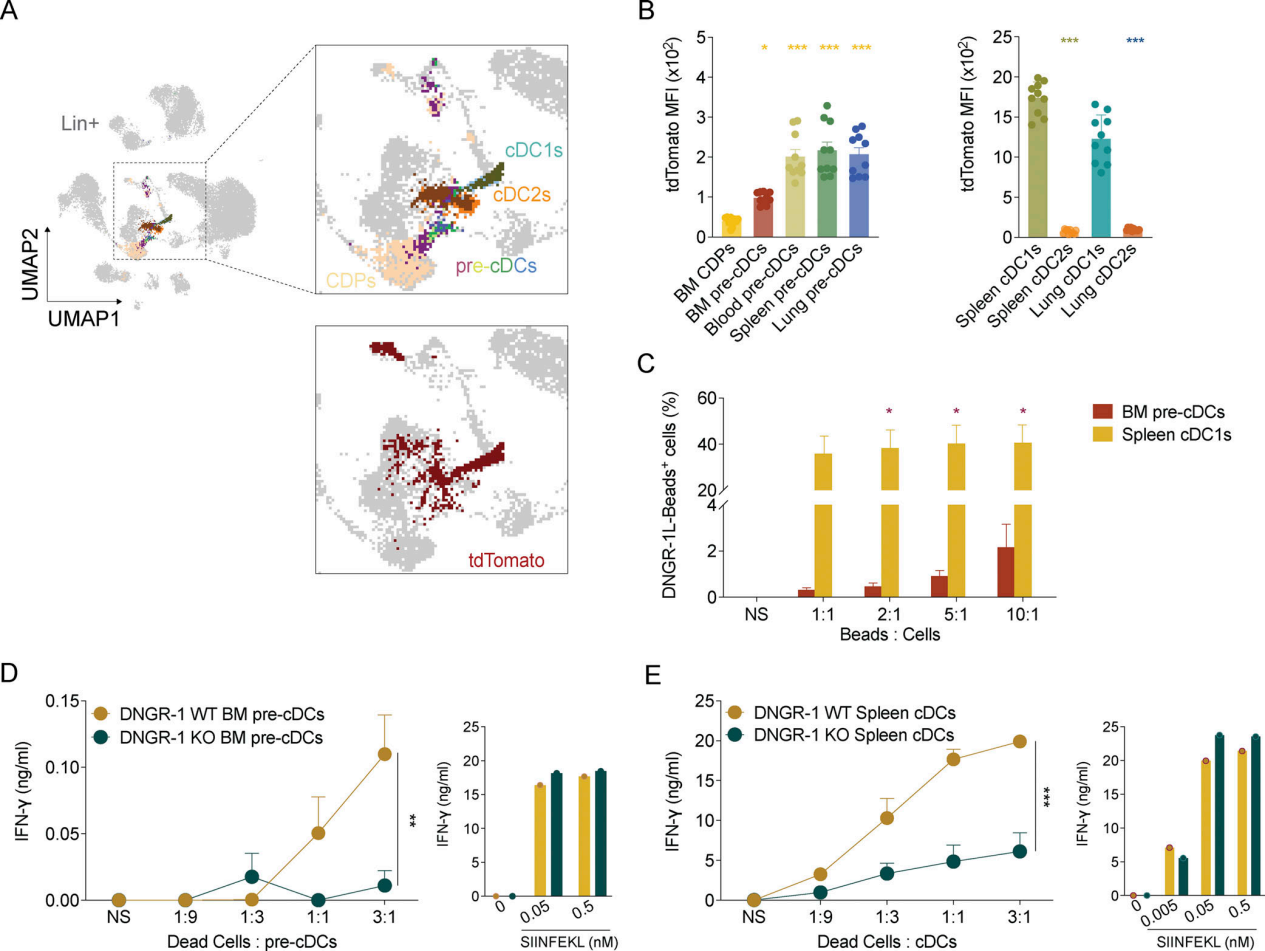
**Low levels of DNGR-1 expression by BM pre-cDCs suffice for mediating XP of dead cell–associated antigens. (A)** Uniform manifold approximation and projection (UMAP) analysis of flow cytometry data overlaying different immune populations, namely, effector CD45^+^ cells overlaid with different cDC lineage populations from BM, spleen, and lung, as identified before (Fig. S1, A–D) in *Clec9a*^*tdTom/tdTom*^ mice (data are from one mouse, representative of 10). **(B)** Mean fluorescence intensity (MFI) of tdTom expression in the indicated cell populations of *Clec9a*^*tdTom/tdTom*^ mice (*n* = 10). **(C)** WT BM pre-cDCs and splenic cDC1s were incubated with indicated ratios of DNGR-1 ligand (L)–coated beads to cells. Association of DNGR-1L–coated beads with BM pre-cDCs and splenic cDC1s was measured by flow cytometry. **(D and E)** (D) WT and DNGR-1 KO BM pre-cDCs or (E) splenic cDC1s were incubated with the indicated ratios of UVC-killed BRAF^V600E^ 5555 cells pulsed with OVA and poly(I:C) or with the indicated concentrations of SIINFEKL. NS represents non-stimulated. Pre-activated OT-I T cells were added and IFN-γ accumulation in culture supernatants was assessed by ELISA 16 h later. Each dot in B represents one mouse, and data are pooled from at least two experiments. Bars represent averages, and error bars represent SEM. Data in C–E depict averages from at least two experiments (total of three to five biological samples; each sample was pooled from two to three mice to achieve one biological replicate); error bars represent SEM. Statistical significance in B was calculated using one-way ANOVA, and in C–E two-way ANOVA with Sidak’s multiple comparisons test. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure S1.**
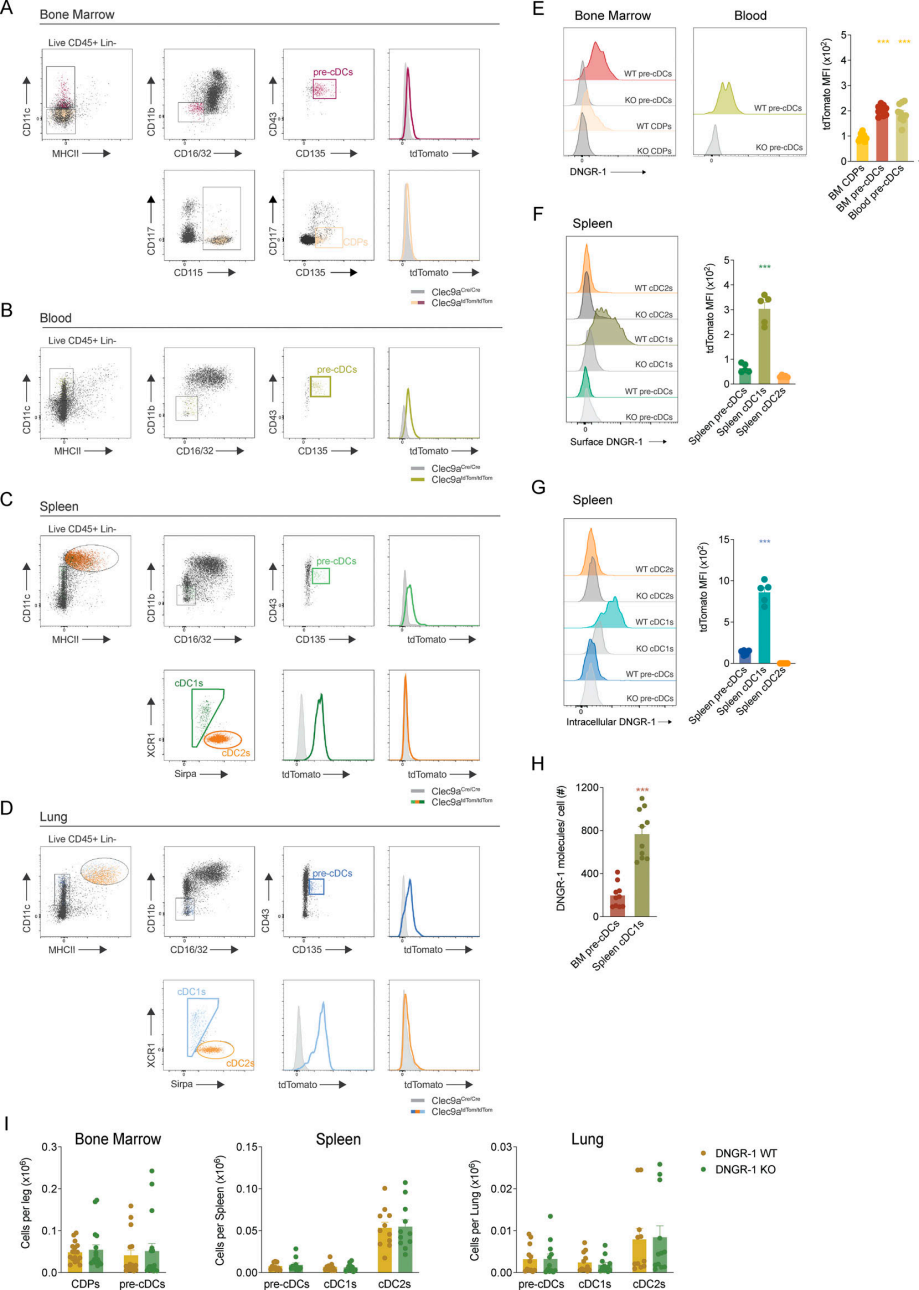
**FACS analysis of mouse cDCs and their progenitors. (A–D)** Gating strategy for CDPs, pre-cDCs, cDC1s, and cDC2s in (A) BM, (B) blood, (C) spleen, and (D) lung. All plots are pre-gated on live (live/dead dye negative) CD45^+^ lineage (Lin)-negative singlet cells. Lineage cocktail includes CD3, CD19, B220, NK1.1, Ly6G, Ly6D, Siglec-F, and Ter119. **(E)** Representative plots of anti–DNGR-1 staining (left) in CDPs and pre-cDCs from BM or blood. Right: intensity (MFI) of DNGR-1 staining on the indicated cell populations (*n* = 10 mice). **(F and G)** Representative plots of anti–DNGR-1 surface (F) or intracellular (G) labeling in spleen pre-cDCs and cDCs. Right: intensity (MFI) of DNGR-1 staining on the indicated cell populations (*n* = 5 mice). **(H)** Quantification of the number of DNGR-1 molecules per cell surface. **(I)** Quantification of total number of CDPs, pre-cDCs, and cDCs in the BM, spleen, and lung of adult WT (BL/6) and DNGR-1 KO (*Clec9a*^*Cre/Cre*^) mice (*n* = 11–17). Each dot in E, H, and I represents one mouse, and data are pooled from at least two experiments. Data in F and G are from one representative experiment out of three. Bars represent averages, and error bars represent SEM. Statistical significance was calculated in E–G using one-way ANOVA; H was calculated using an unpaired *t* test with Welch’s correction; and I was calculated using two-way ANOVA with Sidak’s multiple comparisons test. ***P < 0.001. MFI, mean fluorescence intensity.

The low expression in cDC progenitors could limit the ability of DNGR-1 to function in detection of dead cells. Consistent with this possibility, only about 3% of BM pre-cDCs were able to bind and internalize DNGR-1 ligand-coated yellow green-fluorescent latex beads compared with up to 50% of WT splenic cDC1s (Fig. 1 C). However, surprisingly, pre-cDCs were still able to cross-present dead cell–associated antigens in a DNGR-1–dependent fashion. Indeed, BM pre-cDCs from C57BL/6 (WT mice) were superior to those from *Clec9*^*Cre/Cre*^ (DNGR-1 KO) mice at stimulating pre-activated OT-I CD8^+^ T cells when fed with necrotic cells soaked with ovalbumin and poly I:C (Fig. 1 D). However, XP activity by BM pre-cDC was far lower than that of splenic cDC1s used as positive controls in the same assay, as evidenced by an ∼130-fold difference in IFN-γ levels at the maximum dose of dead cell–associated antigen used (Fig. 1 E). This reduced activity is consistent with the lower expression of DNGR-1 in pre-cDCs compared with cDC1s (Fig. 1 B and Fig. S1, E–G) but may reflect additional differences, for example, lower uptake of dead cell debris. Of note, all cells were equally effective at stimulating OT-I when pulsed with subsaturating concentrations of the OVA-peptide SIINFEKL, demonstrating that DNGR-1 deficiency per se does not impact the overall ability of cDC progenitors or cDC1s to present antigen to CD8^+^ T cells (Fig. 1, D and E). Altogether, these findings indicate that DNGR-1 in BM pre-cDCs can execute canonical functions in dead cell detection and in promotion of XP of dead cell–associated antigens despite low levels of receptor expression. Whether XP of dead cell–associated antigens by pre-cDCs is functionally relevant in vivo remains to be assessed, as the levels of OT-I stimulation in the XP assay were exceedingly low. This may reflect a very low level of formation of SIINFEKL-H-K^b^ complexes per cell or, more likely, the activity of a very small fraction of pre-cDCs, perhaps corresponding to more differentiated cells that are committed to a cDC1 fate (Grajales-Reyes et al., 2015; Schlitzer et al., 2015). Further dissection of this issue was marred by the very small number of pre-cDCs that can be isolated for such XP assays. Nevertheless, our data indicate that DNGR-1, even at low expression levels, can execute canonical functions in pre-cDCs, as it does in cDC1s.

### DNGR-1 does not markedly affect pre-cDCs proliferation and differentiation

We next assessed whether DNGR-1 might have an additional role in cDC progenitors. As adult DNGR-1–deficient mice have a normal complement of cDCs (Fig. S1 I) (Salvermoser et al., 2018; Schraml et al., 2013), we focused on the postnatal period, when the cDC lineage is expanding. No differences in the total numbers of CDPs or pre-cDCs in BM were observed between DNGR-1 WT and KO mice in the first 5 wk of life (Fig. 2 A). However, in spleen, DNGR-1 KO pre-cDCs were more numerous than their WT counterparts in the first week after birth, although this difference was no longer evident after the second week (Fig. 2 B). Despite this, there were no significant differences in spleen cDC numbers between WT and DNGR-1 KO mice over the entire time course (Fig. 2 B). The frequency of apoptotic (annexin V^+^ DAPI^−^) CDPs, pre-cDCs, and cDCs in BM or spleen at day 42 after birth was also similar in WT and DNGR-1 KO mice (Fig. 2 C). In vivo 5-ethynyl-2′-deoxyuridine (EdU) incorporation analysis on postnatal day 42 failed to indicate marked differences between WT and DNGR-1 KO mice but did reveal a small increase in % EdU^+^ DNGR-1 KO pre-cDCs in BM (Fig. 2 D). Overall, these results indicate that DNGR-1 deficiency does not grossly affect cDCpoiesis but may have subtle effects in increasing pre-cDC proliferation and expansion, particularly in the early postnatal period.

**Figure 2.**
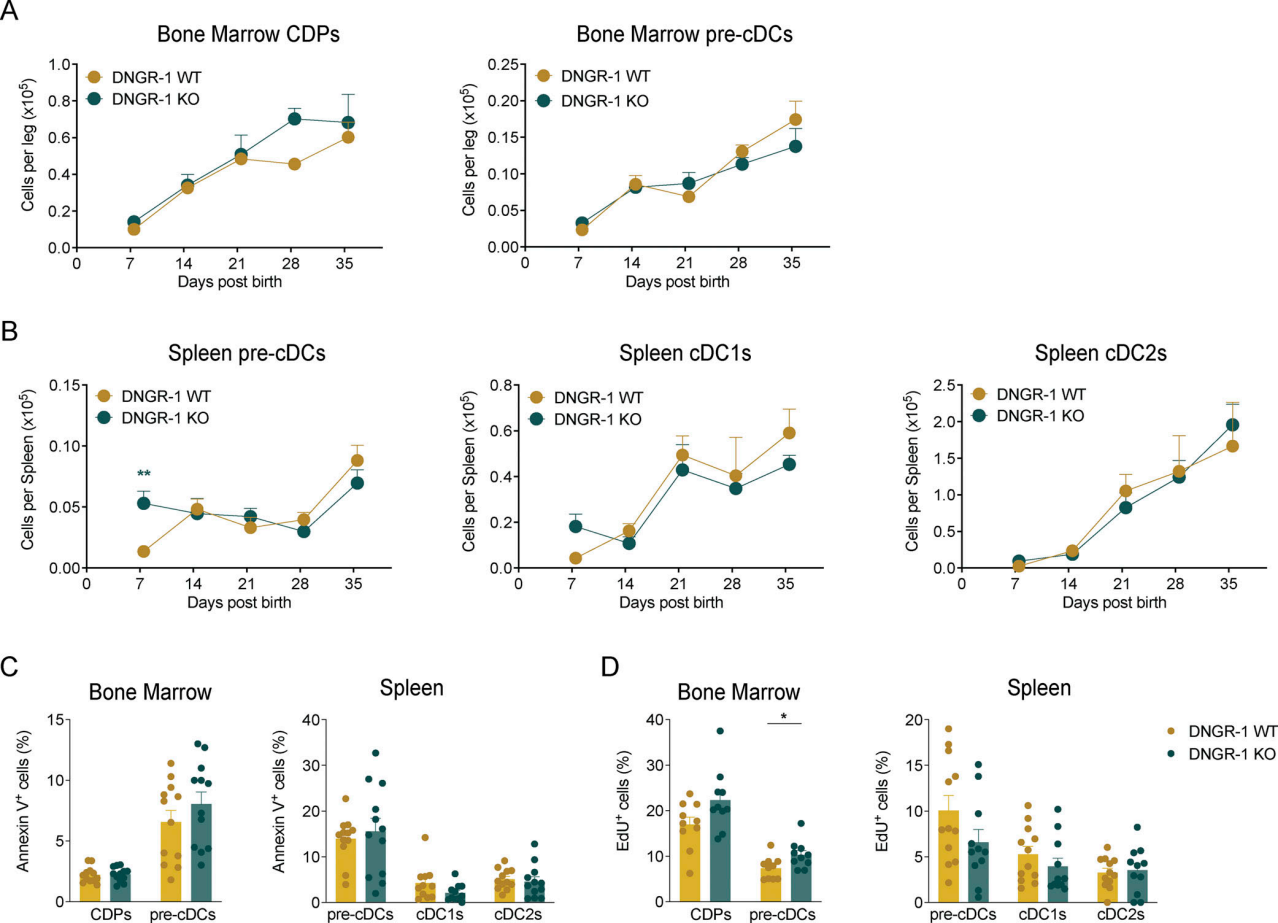
**DNGR-1 deficiency subtly affects the kinetics of the cDC network postnatal expansion. (A and B)** Quantification of total number of (A) BM CDPs and pre-cDCs and (B) spleen pre-cDCs and cDCs in WT and DNGR-1 KO (*Clec9a*^*Cre/Cre*^) at different time points after birth (*n* = 5–13 mice per time point). **(C)** Frequency of annexin V^+^ CDPs, pre-cDCs, and cDCs in BM and/or spleens of WT and DNGR-1 KO (*Clec9a*^*eGFP/eGFP*^) mice at 6 wk of age (*n* = 12 mice). **(D)** 6-wk-old mice were injected intraperitoneally with EdU 2 h prior to tissue harvest. Quantification of EdU^+^ cells in BM and spleen cDC progenitors and spleen cDCs of WT and DNGR-1 KO (*Clec9a*^*eGFP/eGFP*^) mice (*n* = 10–12 mice). Each dot in A and B represents averages, and data are pooled from three experiments; error bars represent SEM; (C and D) each dot represents one mouse, and data are pooled from two experiments. Bars represent averages and error bars represent SEM. Statistical significance in A and B was calculated using two-way ANOVA with Sidak’s multiple comparisons test, and in C and D was calculated using an unpaired *t* test with Welch’s correction. *P < 0.05 and **P < 0.01. EdU, 5-ethynyl-2′-deoxyuridine.

### DNGR-1 expression impacts pre-cDCs colonization of peripheral tissues

The finding that pre-cDCs numbers in spleen increase slightly more rapidly in DNGR-1 KO than in WT mice during early postnatal development could reflect their slightly elevated proliferation in BM (Fig. 2 D) and/or indicate a slight advantage of DNGR-1–deficient pre-cDCs in colonizing peripheral tissues. To probe this further, we generated radiation chimeric mice reconstituted with a 50:50 mix of BM cells from DNGR-1 WT (BL/6 CD45.1) and DNGR-1 KO (*Clec9a*^*Cre/Cre*^ CD45.2) mice (Fig. 3 A). In this competitive environment, even a small advantage in the proliferation, survival and/or migration of DNGR-1 KO cells would be magnified, as both sets of cells are vying for the same niche. Because CD45.1 and CD45.2 congenic mice possess additional genetic differences that could affect cell proliferation and migration (Chisolm et al., 2019), we generated a parallel set of control chimeras, mixing BM from WT BL/6 CD45.1 and WT BL/6 CD45.2 mice (Fig. 3 A). We then compared cDCpoiesis between WT:WT and WT:KO chimeras over time.

**Figure 3.**
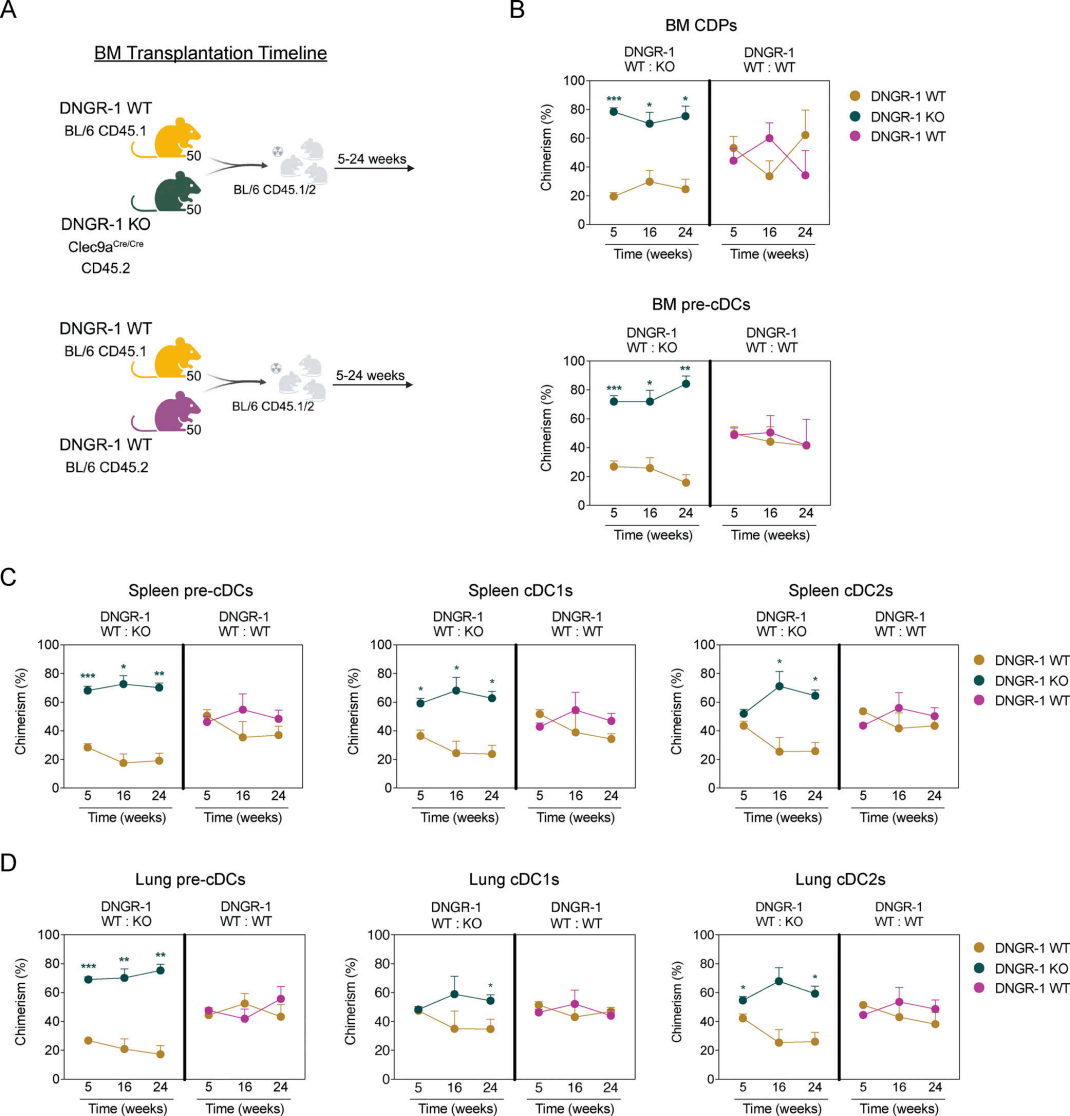
**DNGR-1 KO pre-cDCs are more efficient at peripheral tissue colonization. (A)** Lethally irradiated BL/6 CD45.1/2 recipients were reconstituted with a 1:1 ratio of either (a) WT (BL/6 CD45.1) and DNGR-1 KO (*Clec9a*^*Cre/Cre*^ CD45.2) or (b) WT (BL/6 CD45.1) and WT (BL/6 CD45.2) BM donor cells (2 × 10^6^ total). **(B–D)** Proportion of CDPs, pre-cDCs, and cDCs of WT:KO or WT:WT origin in (B) BM, (C) spleen, and (D) lung was measured over time (*n* = 4–5 mice per time point). Each dot in B–D represent averages, and error bars represent SEM. Data are representative from at least one experiment out of three. Statistical significance was calculated using two-way ANOVA with Sidak’s multiple comparisons test. *P < 0.05, **P < 0.01, and ***P < 0.001.

Analysis of mixed chimeras showed that the proportion of CDPs and pre-cDCs in the BM was significantly skewed toward cells of DNGR-1 KO origin as early as week 5 after transplantation (Fig. 3 B). Similarly, spleen and lung pre-cDCs populations were significantly biased toward cells derived from DNGR-1 KO donors (Fig. 3, C and D). These findings were consistent at 16 and 24 wk after transplantation, with a predominance of DNGR-1 KO pre-cDCs in the periphery, which correlated with a higher proportion of DNGR-1 KO differentiated cDC1 and cDC2s (Fig. 3, C and D). Because DNGR-1 is not expressed by cDC2s, the observed increase in that population indicates that changes in abundance over time are due to the activity of CDPs/pre-cDCs. Notably, no differences were observed in the ratio of WT:WT CDPs, pre-cDCs, or cDCs in the BM, spleen, or lung (Fig. 3, B–D), confirming that the differences in WT:KO chimeras were related to DNGR-1 status and not the cluster of differentiation 45 (CD45) congenic background. Altogether, these results suggest that DNGR-1 expression can adversely impact steady-state cDCpoiesis, slightly limiting CDP and pre-cDC numbers in BM and restraining peripheral tissue colonization by pre-cDC. Whether this involves ligand binding by DNGR-1 remains unresolved but seems unlikely. In the steady state, there is little exposure of F-actin, as most cell deaths occur by apoptosis, generating cell corpses that are rapidly scavenged or extruded from tissues before loss of membrane integrity (Bertheloot et al., 2021). Furthermore, secreted gelsolin, an abundant plasma protein, rapidly outcompetes DNGR-1 in binding to F-actin, creating a high threshold for DNGR-1 engagement that is only surpassed in pathological conditions (Giampazolias et al., 2021). Finally, pre-cDCs in tissues are likely to be outcompeted by more numerous cDC1s expressing higher levels of DNGR-1. Nevertheless, because chimeric mice were generated by whole body lethal irradiation, we cannot exclude that increased ligand exposure, from large-scale secondary necrosis of irradiated cells, contributed to the differences between DNGR-1–sufficient and –deficient cDC precursors in cDCpoiesis. Arguing against that notion, the differences in chimeric mice persisted for months after irradiation. Furthermore, deliberate treatment of WT versus DNGR-1 KO mice with ionizing radiation, myeloablative drugs, tissue damaging agents (e.g., bleomycin), or a variety of other insults designed to induce necrotic cell death failed to reveal differences in cDCpoiesis even when animals were crossed onto a secreted gelsolin–deficient background (unpublished data). Finally, preliminary data suggest that BM taken from mice bearing a mutant DNGR-1 that cannot bind ligand still displays a competitive advantage in contributing to cDCpoiesis in a mixed chimeric setting (not shown). Collectively, these data provide insights into the role of DNGR-1 in cDC progenitors, which helps our understanding of the kinetics of cDC replenishment in tissues. We have not studied the contribution of DNGR-1 to emergency cDCpoiesis, such as during acute infection, when increased cDC demand causes accelerated recruitment of pre-cDC from BM to tissues (Cabeza-Cabrerizo et al., 2021b; Pereira da Costa et al., 2023).

### DNGR-1 expression impacts pre-cDCs migratory pathways

To elucidate how DNGR-1 deficiency impacts cDCpoiesis, we focused on pre-cDC exit from the BM and migration to peripheral tissues. We performed bulk RNA-sequencing (RNA-seq) of FACS-purified WT and DNGR-1 KO pre-cDCs isolated from the BM and from the spleen, as well as of splenic cDC1s. 

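The data analysed here are 9 bulk RNA-seq samples of pre-cDCs, the precursors of cDCs. BM pre-cDCs had 3 WT and 3 DNGR-1 KO samples, and spleen pre-cDCs had 1 WT and 2 DNGR-1 KO samples. The splenic cDC1 samples were not analysed here. WT (CD45.1) and DNGR-1 KO (Clec9aCre/Cre, CD45.2) cells came from mixed BM chimeras 16 weeks after transplantation, each sample held 10000 to 20000 sorted cells pooled from 2 mice, and the libraries were made from total RNA after removal of ribosomal RNA and sequenced with DNBSEQ technology. The label of each WT sample names CD45.1 in one field and CD45.2 in another, and CD45.1 was used because the paper gives it. The authors deposited a table of expected counts per gene, without normalization, and a table of values after DESeq's variance stabilizing transformation (VST), on a log2 scale. The paper's text does not name the aligner, the counting method or the genome build. The total count per sample was 17457317, 17864607 and 18727339 in WT BM, 20551382 to 20938524 with a median of 20834801 in DNGR-1 KO BM, 17103806 in the WT spleen sample, and 19244906 and 23722298 in the DNGR-1 KO spleen samples. Every DNGR-1 KO BM total was thus above every WT BM total. The smallest share that 3 counts can show was 0.127 to 0.175 CPM (counts scaled to the total count of a sample), which covers counting error only. Expected counts were rounded to whole numbers and scaled by edgeR's TMM method. BM samples were compared with edgeR's quasi-likelihood test, on the genes kept by its filter on low counts, with Benjamini-Hochberg adjustment. As WT spleen had 1 sample, the spleen comparison between genotypes has no replicate check and no p-value is given for it. The 2 mice per sample and the 3 samples per BM group limit the BM comparison: an exact two-sided permutation test of 3 against 3 samples cannot give a p below 0.1.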

We used mixed chimeric mice as cell sources to ensure focus on cell-intrinsic factors, pooled cells from two mice for each sample, and sequenced 1–3 samples per group (Fig. 4 A). We then focused analysis on the pre-cDC samples. 

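Clec9a (ENSMUSG00000046080), the gene that encodes DNGR-1, lies on chromosome 6 of GRCm38 from 129408862 to 129424763. Its count was 905 to 1766 in the 3 WT BM samples and 1 in each of the 3 DNGR-1 KO BM samples. In spleen its count was 2459 in the WT sample and 0 in both DNGR-1 KO samples. Clec9a was therefore at least 356-fold lower in DNGR-1 KO than in WT BM pre-cDCs (edgeR's quasi-likelihood test, adjusted p = 9.38e-06, lower in 3 of 3 same-numbered pairs), and at least 873-fold lower in the DNGR-1 KO spleen samples than in the WT spleen sample. The counts of this gene followed the genotype label in all 9 samples. Ptprc (ENSMUSG00000026395), which encodes CD45 and lies on chromosome 1 from 138062861 to 138175708, was counted 2534 to 5788 times in WT and 5739 to 8033 times in DNGR-1 KO BM pre-cDCs, with a log2 fold change of 0.42 (standard error 0.29) and an adjusted p of 0.861 from the same test. These gene counts do not tell the CD45.1 and CD45.2 alleles apart.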

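In a principal component analysis of the 500 most variable genes of the VST values, PC1 carried 84.4% and PC2 5.83% of the variance among the 9 samples. PC1 separated the 6 BM samples from the 3 spleen samples (exact permutation test of the tissue labels, two-sided, p = 0.0119, the smallest that 84 splits allow). Tissue accounted for 83.6% of the total sum of squares over these genes (exact permutation test, p = 0.0119). Genotype accounted for 7.88% after the tissue means were removed (exact permutation test within tissues, 60 arrangements, p = 0.1), a share that did not stand apart from other arrangements of the genotype labels, whereas on log2 CPM in place of VST values it was 8.88% with p = 0.0333. Over all genes tissue accounted for 54.4% and genotype within tissues for 20.5% of the total sum of squares (exact permutation test within tissues for genotype, p = 0.0667). The choice of genes moved these shares most: over all 20411 genes with nonzero variance PC1 carried 55.1%. The mean distance between BM samples of the same genotype was 11.8 (range 6.91 to 17.6) and that between WT and DNGR-1 KO BM samples was 14.4 (range 9.27 to 22.97), so the distances overlapped. BM and spleen samples lay 53.5 apart on average (range 48.03 to 59.4), farther than any of the pairs within BM. In spleen the distance between the 2 DNGR-1 KO samples was 21.5, against 21.6 and 26.2 between the WT sample and each of them.

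**Figure D1:**
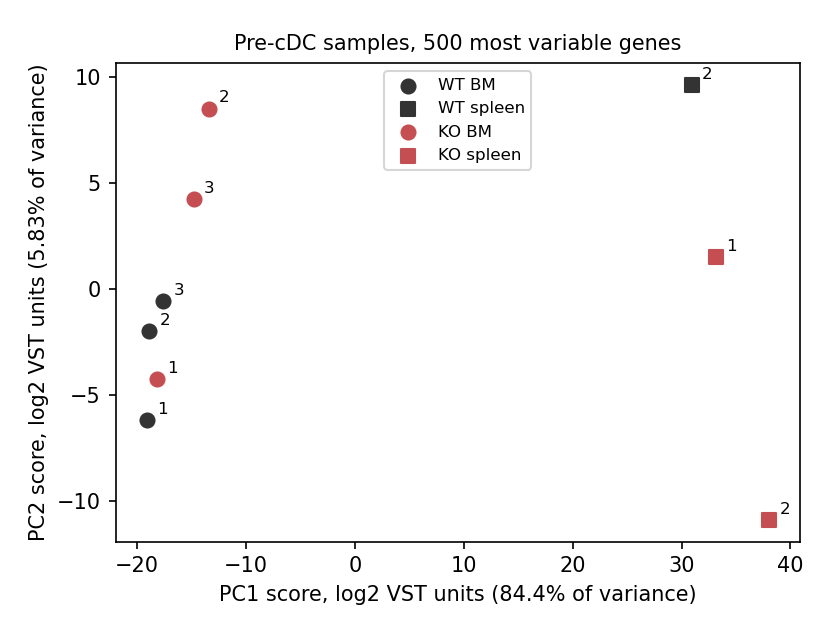
PC1 score (x axis) and PC2 score (y axis) of each pre-cDC sample, in log2 VST units, for WT (black) and DNGR-1 KO (red) samples of BM (circles) and spleen (squares), with the replicate number beside each point. The 6 BM samples lie at negative PC1 scores and the 3 spleen samples at positive ones, while WT and DNGR-1 KO BM samples overlap on PC2.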

Principal component and cluster analysis revealed that WT and DNGR-1 KO BM pre-cDCs clustered together but separately from DNGR-1 WT and KO spleen pre-cDCs, suggesting that most of the variance was due to tissue localization and/or differentiation state rather than DNGR-1 expression (Fig. 4 B). Indeed, comparison of DNGR-1 KO versus WT BM pre-cDCs showed few significant differences in individual gene expression (Fig. 4 C). However, gene ontology biological process categorization revealed that DNGR-1 KO pre-cDCs in BM and, to a lesser degree, in spleen displayed enhanced migration, adhesion, activation, and cell cycle gene expression signatures (Fig. 4 D). 

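Among 13016 genes tested, 4 differed between DNGR-1 KO and WT BM pre-cDCs at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 2 of them higher and 2 lower in DNGR-1 KO cells, and 498 had an unadjusted p under 0.05. Besides Clec9a these were Ppfia4, Csrp1 and Clec7a, each changed the same way in all 3 same-numbered pairs. Ppfia4 (ENSMUSG00000026458, chromosome 1 of GRCm38, 134296783 to 134332928) had 2.96 ± 0.903 CPM (SD, n = 3 samples) in WT and 366 ± 84.03 CPM in DNGR-1 KO cells, a log2 fold change of 6.93 (standard error 0.36, adjusted p = 2.46e-05). Csrp1 (ENSMUSG00000026421, chromosome 1, 135720061 to 135752232) had 174 ± 22.2 CPM in WT and 32.7 ± 4.81 CPM in DNGR-1 KO cells, a log2 fold change of -2.43 (standard error 0.24, adjusted p = 0.00657). Among the 6 fits that each left out one sample, Csrp1 passed the threshold only without WT BM sample 1 and without DNGR-1 KO BM sample 1. In the other fits its adjusted p ran from 0.0636 to 0.0952. Ppfia4 and Csrp1 both lie in the chromosome 1 interval that the methods score for the CD45 background. Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779), within 5 Mb of the targeted gene, had 37.5 ± 7.26 CPM in WT and 245 ± 91.8 CPM in DNGR-1 KO cells, a log2 fold change of 2.69 (standard error 0.34, adjusted p = 0.0437), and it passed the threshold in only 1 of the 6 fits that each left out one sample. DESeq2 called 11 genes on the same counts, the most of any setting with all 6 BM samples. With the replicate number as a block, the same 4 genes passed the threshold, and the deviations of same-numbered WT and DNGR-1 KO samples from their group means correlated across genes with a mean r of 0.0404. With the same model and genotype as a covariate, 2631 of 13468 genes differed between spleen and BM, 980 higher and 1651 lower in spleen, and 1246 differed with the replicate number as a block. Among those with the lowest adjusted p, Ccnb1 fell by 6.06 on the log2 scale in spleen (standard error 0.25, adjusted p = 9.42e-06), from 488 ± 27.9 CPM (SD, n = 6) to 7.31 ± 1.77 CPM (SD, n = 3), and Cd3d rose by 10.00 (standard error 0.50, adjusted p = 1.26e-05). Cd3d is a T cell gene, and 6 of 7 T cell markers were above 3 counts in every spleen sample. The other genes chosen by the same rule were Samd3, Skap1, Fyb and Klrc1, higher in spleen, and Cenpf, Ccnf, H2afx and Knstrn, lower in spleen. From the separation by tissue in Fig. 4 B and the few differences between genotypes, the paper proposes that tissue localization or differentiation state, rather than DNGR-1 expression, accounts for most of the variance.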

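The gene sets behind Fig. 4 D were not used here. In their place 37 sets were tested, 25 from Reactome and 12 defined by gene symbol, of which 7 concern migration, 7 adhesion, 10 activation, 10 cell cycle and protein synthesis, and 3 survival. In BM, genes were ranked by log2 fold change and tested by preranked enrichment (fgsea, Benjamini-Hochberg adjustment over the 37 sets). At an adjusted p under 0.05, 18 sets were higher and 2 lower in DNGR-1 KO BM pre-cDCs. Among the sets higher in DNGR-1 KO cells were 6 of 7 migration sets, 1 of 7 adhesion sets, 9 of 10 activation sets, 1 of the 10 sets of cell cycle and protein synthesis and 1 of 3 survival sets. A gene could belong to more than one set, so these counts are not of independent signals. The cell cycle set was the G2/M marker list, with a normalized enrichment score of 1.70 (adjusted p = 0.0153). It did not pass the threshold without WT BM sample 1, WT BM sample 3, DNGR-1 KO BM sample 2 or DNGR-1 KO BM sample 3. Eukaryotic translation initiation, of whose members 61.1% were matched to genes of the table, was lower with a score of -2.26 (adjusted p = 2.33e-07), and cytosolic ribosomal proteins were lower with a score of -2.05 (adjusted p = 8.59e-05). The median log2 fold changes of these sets were negative in same-numbered pairs 1 and 2 and positive in pair 3, at 0.36 and 0.46. The preranked test permutes genes and does not use the spread between samples. Camera, which estimates the correlation between the genes of a set from the 6 samples, called 0 of the 37 sets, with 1 set at an unadjusted p under 0.05. With the replicate number as a block, the preranked test called 13 sets. As a further description, the median log2 fold change of each set was placed among 10000 random lists of the same size matched on mean expression. In BM, where this placement was added after the data had been seen, 22 sets lay above and 5 below the central 95% of the random lists. Those above were 5 of 7 migration sets, 6 of 7 adhesion sets, 8 of 10 activation sets, 1 of the 10 sets of cell cycle and protein synthesis and 2 of 3 survival sets. The 5 below were 2 of the 7 cell cycle sets and all 3 protein synthesis sets. The median log2 fold changes of these 5 were negative in same-numbered pairs 1 and 2. They were positive in pair 3, from 0.13 to 0.46. In spleen, the placement of the median log2 difference describes 3 libraries. It lay outside the central 95% of the random lists for 9 of 37 sets, 7 above and 2 below, where 1.85 are expected by chance. The difference between the 2 DNGR-1 KO spleen samples put 6 of 37 sets outside the same range.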

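Among the migration sets in BM, the Reactome set of chemokine receptors and their ligands had a normalized enrichment score of 2.11 (fgsea, 19 genes tested, adjusted p = 5.98e-04). Actin cytoskeleton regulators had a score of 1.61 (91 genes, adjusted p = 0.00835). With the replicate number as a block, the former passed the threshold (fgsea, adjusted p = 0.0188). The latter did not (score 1.36, adjusted p = 0.0578), and its score ran from 0.770 to 1.84 across the fits without one sample. Of the adhesion sets, integrin subunits passed the threshold with a score of 1.86 (16 genes, adjusted p = 0.00667) and a median log2 fold change of 0.36, above all genes in 2 of 3 pairs. Cytokine signaling in immune system had a score of 1.60 (186 genes, adjusted p = 0.00337), Toll-like receptor cascades a score of 1.92 (99 genes, adjusted p = 5.98e-04) and innate immune system a score of 1.69 (409 genes, adjusted p = 4.01e-06). The list of cytokines and effector molecules drawn up here by symbol had 19 genes tested, a median log2 fold change of 0.15 and a percentile of 92.9 among matched random lists. Leaving out WT BM sample 1 lowered the number of sets past the threshold to 0, with 6 at an unadjusted p under 0.05, and leaving out DNGR-1 KO BM sample 2 lowered it to 1.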

Tissue and cDC migration and cell and substrate adhesion pathways were enhanced in DNGR-1 KO BM pre-cDCs, which also appeared to be more differentiated as their expression of genes encoding cytokines and effector molecules were enhanced (Fig. 4 D). Conversely, DNGR-1 KO pre-cDCs in spleen displayed decreased activation and cell proliferation signatures (Fig. 4 D). In contrast to pre-cDCs, gene expression signatures relating to migration, adhesion, and cell cycle were not overly different between DNGR-1 KO and WT splenic cDC1s from BM chimeras (Fig. S2 A). 

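In spleen the median log2 difference over the 13218 genes kept by the filter was 0.16, and each set is given relative to random lists from the same genes. Of the activation sets, Toll-like receptor cascades had a median log2 difference of -0.32 between DNGR-1 KO and WT spleen pre-cDCs, at percentile 0.07 of the random lists. Cytokines and effector molecules lay at percentile 99.5 with a median of 1.08, and dendritic cell maturation markers at percentile 97.52 with a median of 0.55. Of the cell cycle sets, the S phase marker list lay at percentile 97.99, the Reactome cell cycle set at 98.2, DNA replication at 97.3, and the G2/M marker list at 16.2. Chromatin organization lay at 97.6, and translation initiation and cytosolic ribosomal proteins both lay at 100. Caspase activation via extrinsic apoptotic signaling lay at 0.62. Taken with either DNGR-1 KO spleen sample alone, Toll-like receptor cascades stayed between percentiles 0.01 and 1.20, chromatin organization between 98.1 and 98.6, and translation initiation at 100. Other sets rested more on one of the samples. With DNGR-1 KO spleen sample 1 alone and with sample 2 alone, dendritic cell maturation markers lay at 99.95 and 40.3, the S phase marker list at 78.4 and 98.5, DNA replication at 99.93 and 80.1, the cell cycle set at 96.9 and 87.01, cytokines and effector molecules at 96.03 and 97.9, and caspase activation at 0.49 and 14.5. With 1 WT spleen sample these percentiles carry no replicate error. The mean log2 CPM of T cell markers was 5.67 in the WT spleen sample and 6.45 and 7.82 in the DNGR-1 KO samples. That of NK cell markers was 2.27 in the WT sample and 5.05 and 4.94 in the DNGR-1 KO samples. The place of cytokines and effector molecules thus cannot be told apart from a difference in such transcripts. Y-linked counts were 0 in the WT spleen sample and 1193 and 1807 in the DNGR-1 KO spleen samples, so in spleen the genotype difference coincides with a difference in Y-linked reads.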

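Ccl5 (ENSMUSG00000035042, chromosome 11 of GRCm38, 83525778 to 83530518) encodes a chemokine. Its count was 1, 1 and 0 in the 3 WT BM samples and 50, 14 and 43 in the 3 DNGR-1 KO BM samples. All WT counts were at or under 3, so Ccl5 was at least 3.88-fold higher in DNGR-1 KO BM pre-cDCs, and it was higher in 3 of 3 same-numbered pairs. The unadjusted p was 7.91e-04, and the adjusted p was 0.861 over all genes tested and 0.00633 over 8 genes, which were Ccl5, the 6 genes shown for spleen in Fig. 4 E, and Ccl27a, looked up for the label Ccl7a (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The paper shows Ccl5 and the 6 spleen genes as differing in these same data. The adjusted p over 8 genes is thus not an independent test. For Ccl5 the exact permutation test gave p = 0.1, the smallest that 3 against 3 samples allow. In spleen Ccl5 was counted 6296 times in the WT sample and 11012 and 35623 times in the DNGR-1 KO samples. Cd3d, a T cell gene, was counted 1, 1 and 0 times in the WT and 9, 6 and 7 times in the DNGR-1 KO BM samples. Its spleen counts were 1539 in the WT sample and 2576 and 10145 in the DNGR-1 KO samples. The mean of the 7 T cell markers overlapped between genotypes in BM. T cells or their RNA in the sorted samples thus cannot be told apart from an effect of genotype on Ccl5. The label Ccl7a of Fig. 4 E matched no symbol of the table, Ccl7 had 0 counts in all 9 samples, and Ccl27a had a log2 fold change of -0.09 in BM (standard error 0.47, adjusted p = 0.979).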

Detailed analysis showed increased expression of *CCL5* in DNGR-1 KO pre-cDCs from BM (Fig. 4 E). On the other hand, DNGR-1 KO pre-cDCs from spleen displayed increased expression of C-X-C motif chemokine ligand (*CXCL*)*9*, tumor necrosis factor receptor associated factor 6, and CD84, among others (Fig. 4 E). 

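The 6 genes shown for spleen in Fig. 4 E had higher normalized counts in both DNGR-1 KO spleen samples than in the WT spleen sample. Cxcl9 (ENSMUSG00000029417) had 0 counts in the WT sample and 845 and 248 counts in the DNGR-1 KO samples, at least 59.1-fold higher in the lower of them. Traf6 (ENSMUSG00000027164) had 23 counts in the WT sample and 479 and 1562 counts in the DNGR-1 KO samples, 19.6-fold and 48.6-fold higher. Cd84 (ENSMUSG00000038147) had 1 count in the WT sample and 634 and 2637 counts in the DNGR-1 KO samples, at least 198-fold higher. Klf7, E2f1 and Ing1 had 0, 0 and 1 counts in the WT sample and were at least 140-fold, 36.9-fold and 175-fold higher in both DNGR-1 KO samples. In the WT spleen sample, 509 of the 8389 genes with at least 100 counts in both DNGR-1 KO spleen samples had at most 3 counts, 5 of the 6 genes of Fig. 4 E among them. In BM, where both genotypes were replicated, none of the 6 genes had an adjusted p under 0.05, and none had an unadjusted p under 0.05. Cxcl9 had 0 to 12 counts in WT and 0 to 15 counts in DNGR-1 KO BM samples, Traf6 280 to 671 and 568 to 810 counts, and Cd84 181 to 246 and 271 to 384 counts. Without a second WT spleen sample, the spread between WT samples is unknown for these genes, and in spleen Y-linked reads were found in the DNGR-1 KO samples alone.

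**Figure D2:**
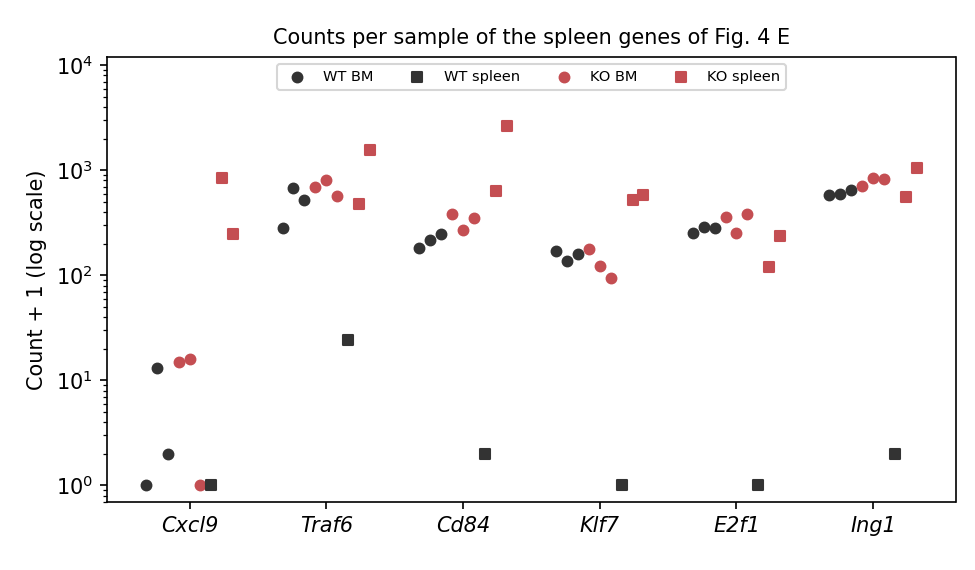
Counts plus 1 (y axis, log scale) of the 6 spleen genes of Fig. 4 E (x axis) in each WT (black) and DNGR-1 KO (red) sample of BM (circles) and spleen (squares). The WT spleen sample lies lowest of the 9 samples for Traf6, Cd84, Klf7, E2f1 and Ing1, and the DNGR-1 KO spleen samples lie above it for all 6 genes.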

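Of 23 chemokine receptor genes, 13 passed the filter on low counts in BM. None had an adjusted p under 0.05 over all genes tested or over the family alone, and 1 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test), a number that ran from 1 to 3 over 15 alternatives. That gene was Ccr1 (ENSMUSG00000025804, chromosome 9 of GRCm38, 123962124 to 123968692), with 25.9 ± 2.63 CPM (SD, n = 3) in WT and 54.8 ± 19.2 CPM in DNGR-1 KO BM pre-cDCs, a log2 fold change of 1.07 (standard error 0.30, unadjusted p = 0.00498, family-adjusted p = 0.0647). Ccr2 (ENSMUSG00000049103), the receptor of CCL2, had a log2 fold change of 0.72 (standard error 0.36, unadjusted p = 0.0720), and its unadjusted p ran from 0.0183 with the replicate number as a block to 0.194, under 0.05 in 7 of 15 alternatives. Cxcr4 (ENSMUSG00000045382), the receptor of CXCL12, had a log2 fold change of -0.39 (standard error 0.29, unadjusted p = 0.207) and lies in the chromosome 1 interval scored for the CD45 background. Cx3cr1 had a log2 fold change of 0.46 (standard error 0.26, unadjusted p = 0.110). Ackr3 had 0 counts in all BM samples. Tested together as a set by preranked enrichment, the 13 genes had a score of 2.00 (fgsea, adjusted p = 0.00314) and a median log2 fold change of 0.60, above all genes in 3 of 3 same-numbered pairs, while camera called neither this nor any other set and the preranked test did not call it in 4 of the 6 fits that each left out one sample. With DESeq2, 1 receptor gene passed the threshold adjusted over the family.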

Taken together, these results suggest that DNGR-1 absence in pre-cDCs does not affect chemokine receptor expression (not shown) but leads to an increase in gene expression signatures that relate to proliferation, migration, and motility, which could contribute to increased BM exit and colonization of peripheral tissues. Consistent with this notion, DNGR-1 KO BM pre-cDCs were more motile in response to CXCL12 and CCL2 than WT BM pre-cDCs (Fig. 4 F), two chemokines known to regulate pre-cDC retention and exit from BM, respectively (Pereira da Costa et al., 2023).

**Figure 4.**
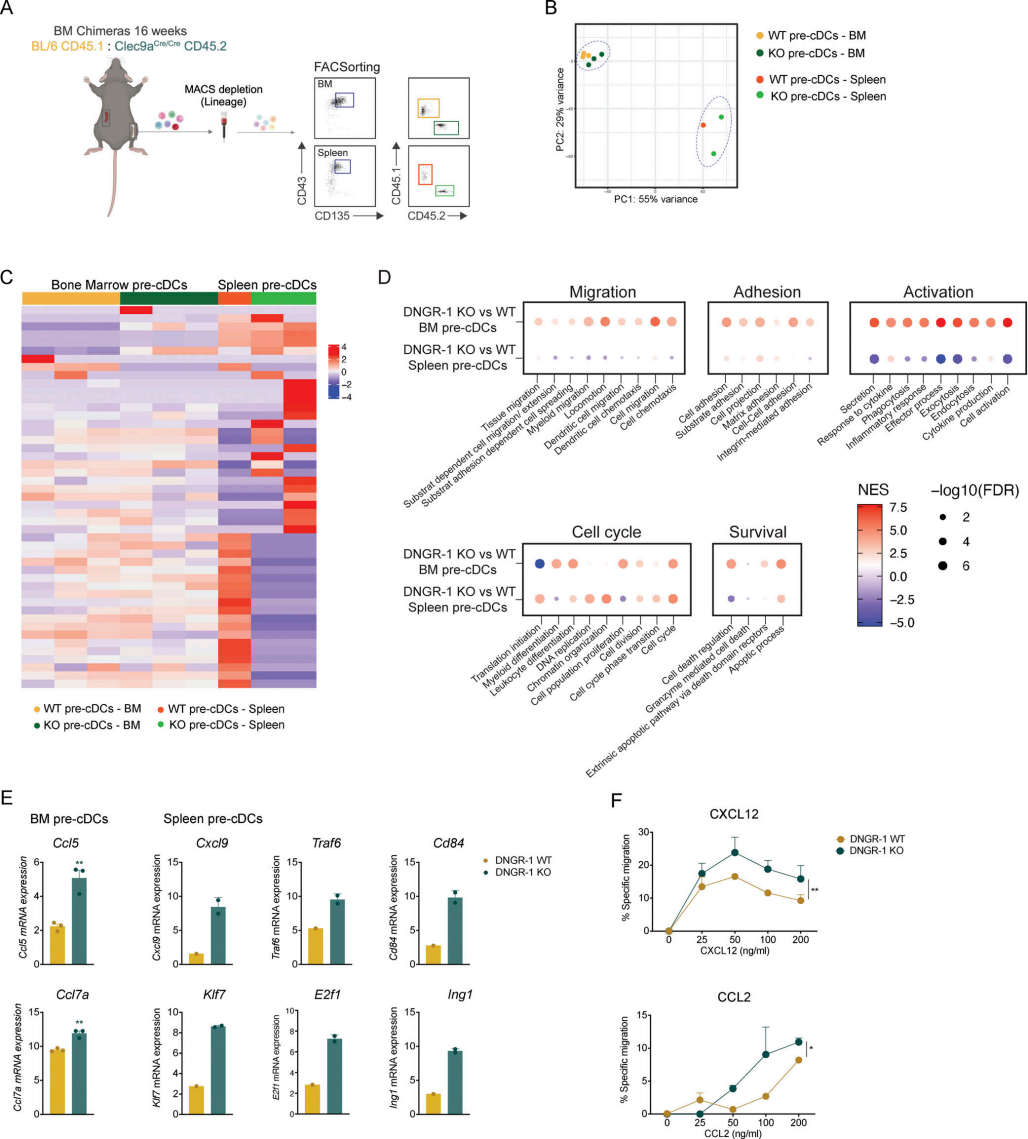
**DNGR-1 expression impacts gene expression signatures associated with pre-cDC migration. (A)** Bulk RNA-seq was performed on BM and splenic pre-cDCs isolated from mixed chimeric mice, with each sample pooled from two mice (*n* = 6 mice total). **(B)** Principal component analysis showing clustering of WT or DNGR-1 KO BM and splenic pre-cDCs. **(C)** Heatmap of the top 50 differentially expressed genes between KO and DNGR-1 WT pre-cDCs derived from BM or spleen. **(D)** Distribution of the top gene ontology biological processes in KO versus DNGR-1 WT pre-cDCs, in BM and spleen. **(E)** Differentially expressed genes in WT versus DNGR-1 KO pre-cDCs. **(F)** BM cells were seeded into the 96-well transwell inserts. After 2 h incubation, cells in the lower well were collected and re-stained. Frequency of BM pre-cDCs recruited toward CXCL12 or CCL2 as assessed by FACS (*n* = 6 biological replicates). Data are representative from at least one experiment out of three. Each dot in E and F represents a biological replicate; to achieve one biological replicate, cells from two to three mice were pooled. Bars represent averages, and error bars represent SEM. Statistical significance was calculated in E using unpaired *t* test with Welch’s correction, and in F using two-way ANOVA with Sidak’s multiple comparisons test. *P < 0.05 and **P < 0.01.

**Figure S2.**
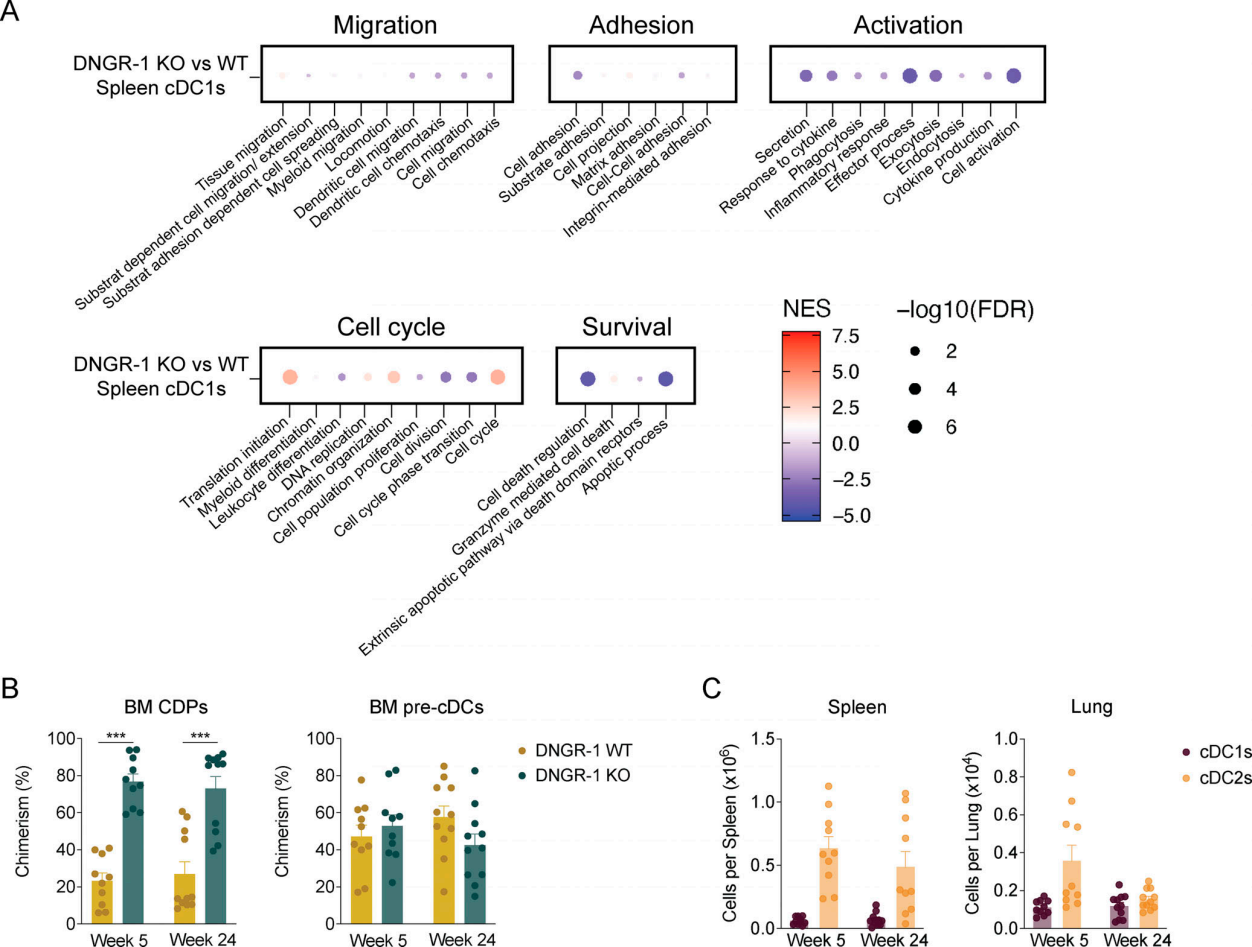
**DNGR-1 KO pre-cDCs are more efficient at peripheral tissues colonization than DNGR-1 WT pre-cDCs. (A)** Distribution of the top gene ontology biological processes in KO versus DNGR-1 WT cDC1s in spleen. Data are from the same mice shown in Fig. 4 D. **(B)** Frequency of BM CDPs and pre-cDCs at week 5 and 24 after transplantation (*n* = 10–11 mice). Data are from the same mice shown in Fig. 5 B, comparing WT and DNGR-1 KO frequencies over time. **(C)** Total number of spleen and lung cDC1s and cDC2s pre-cDCs in mixed BM chimeras. Data are from the same mice shown in Fig. 5 B, comparing WT and DNGR-1 KO frequencies over time. Each dot in A represents a biological replicate; to achieve one biological replicate, cells from two mice were pooled. Each dot in B and C represents one mouse, and data are from at least two experiments out of three. Bars represent averages, and error bars represent SEM. Statistical significance was calculated in B and C using two-way ANOVA with Sidak’s multiple comparisons test. ***P < 0.001.

### DNGR-1 expression determines pre-cDCs localization in tissues

Given the subtle changes in migration suggested by the above analysis, we investigated the impact of DNGR-1 expression on pre-cDC/cDC tissue localization. We generated a separate set of radiation chimeric mice reconstituted with *Clec9a*^*Cre/+*^*R26*^*tdTom/+*^ (WT) mixed with *Clec9a*^*Cre/Cre*^*R26*^*YFP/YFP*^ (DNGR-1 KO) BM cells (Fig. 5 A). In this setting, WT pre-cDCs/cDCs are lineage traced with the reporter tdTom, while DNGR-1 KO cells are traced with the reporter YFP. Analysis showed that the proportion of cDCs and their precursors in BM and periphery was significantly biased toward YFP^+^ cells derived from DNGR-1 KO donors, recapitulating the analysis of the CD45 congenic mixed chimeras. (Fig. 5 B and Fig. S2 B). The kinetics of skewing toward the YFP^+^ population differed somewhat between spleen and lung and between pre-cDCs, cDC1s, and cDC2s (Fig. 5 B and Fig. S2 B), while the total numbers of splenic and lung cDCs remained unchanged over time (Fig. S2 C), suggesting that the initial colonization after transfer defined the cellular composition over time.

**Figure 5.**
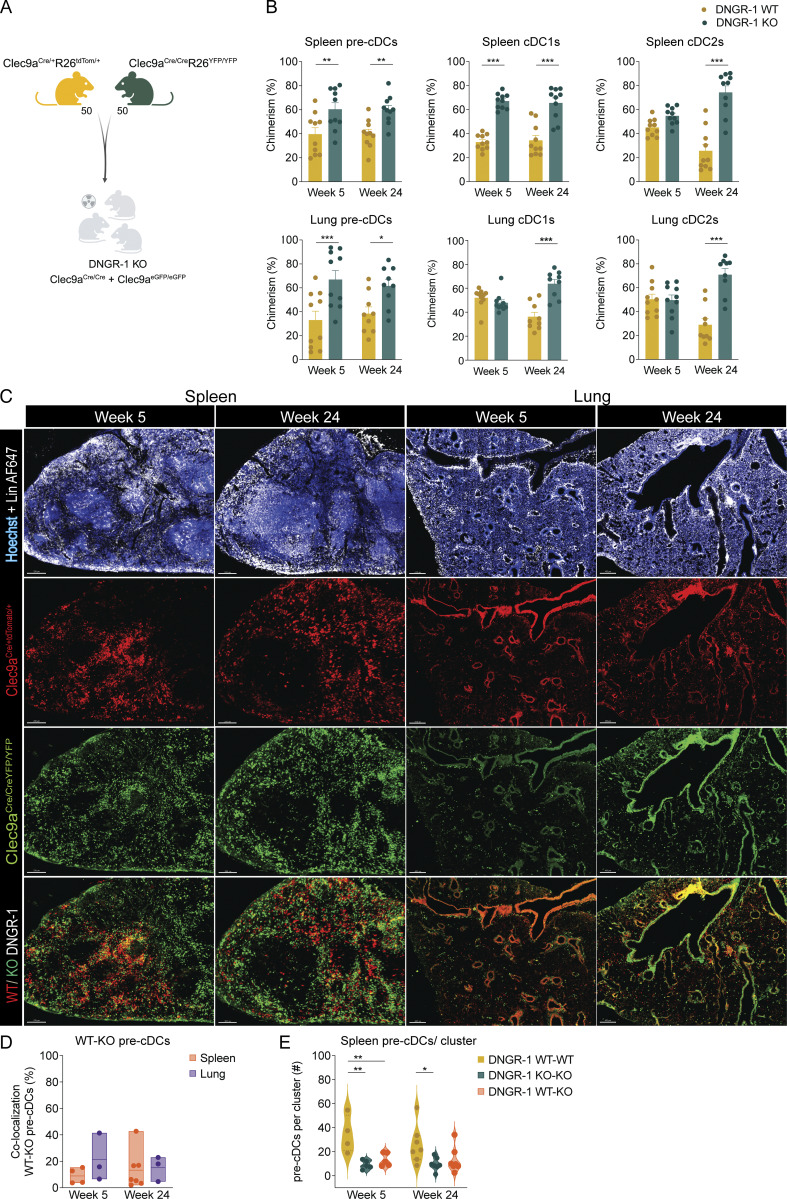
**DNGR-1 KO pre-cDCs are more efficient at peripheral tissues colonization. (A)** Lethally irradiated *Clec9a*^*Cre/Cre*^ and *Clec9a*^*eGFP/eGFP*^ recipients were reconstituted with a 1:1 ratio of *Clec9a*^*Cre/+*^*R26*^*tdTom/+*^ (WT) and *Clec9a*^*Cre/Cre*^*R26*^*YFP/YFP*^ (DNGR-1 KO) cells (2 × 10^6^ total donor cells). tdTom and YFP labeling in cDC subsets was normalized to maximum expression of respective donors. **(B)** Proportion of pre-cDCs and cDCs of WT or DNGR-1 KO origin in spleen (upper panels) and lung (lower panels) at 5 or 24 wk after reconstitution (*n* = 10–11 mice per time point). **(C)** Representative images of maximum projection of cryosections (35 µm) from WT:KO mixed chimeras. Spleen (left panels) and lung (right panels) sections (from 5 or 24 wk after reconstitution) were stained with Hoechst and AF647-labeled antibodies (anti–MHC class II, anti-CD64, and anti-B220) (upper). Middle panels show the localization of DNGR-1 WT (tdTom+ YFP−) and of DNGR-1 KO cDC subsets (tdTom− YFP+). **(D)** Co-localization of WT and DNGR-1 KO pre-cDCs in the spleen and lung at 5 or 24 wk after transplant. **(E)** Number of WT or DNGR-1 KO pre-cDCs per cluster in the spleen. See Materials and methods for details of analysis. Each dot in B represents one mouse, and data are pooled from at least two experiments out of three. Bars represent averages, and error bars represent SEM. Each dot in D and E corresponds to the analysis of one image from a whole spleen or lung taken from three to seven mice pooled from two experiments shown in B. Statistical significance was calculated in B, D, and E using two-way ANOVA with Sidak’s multiple comparisons test. *P < 0.05, **P < 0.01, and ***P < 0.001.

We prepared sections of spleen and lung from the chimeric mice to visualize the distribution of pre-cDCs in tissues, using a staining strategy previously developed for this purpose (Cabeza-Cabrerizo et al., 2021b; Pereira da Costa et al., 2023). Notably, this revealed a distinct distribution of WT tdTom^+^ and DNGR-1 KO YFP^+^ pre-cDCs, both in spleen and in lung (Fig. 5 C). Using histocytometry/CytoMAP tools (Stoltzfus et al., 2020), we observed that WT and DNGR-1 KO pre-cDCs are distributed differently in spleen (Fig. 5 D), with only 10–20% of the two genotypes displaying co-localization at the time points assessed (Fig. 5 D). Furthermore, density analysis revealed that DNGR-1 WT display a propensity to form higher density clusters than DNGR-1 KO pre-cDCs (Fig. 5 E), suggesting that while WT pre-cDCs remain grouped, DNGR-1 KO pre-cDCs have a greater propensity to spread throughout the tissue. Similar observations were made in the lung, where <30% of DNGR-1 WT and DNGR-1 KO pre-cDCs displayed co-localization at weeks 5 and 24 after transplantation (Fig. 5 D), although cluster analysis in that organ was not feasible due to the low numbers of cells present. Taken together, these data suggest that DNGR-1 expression in pre-cDCs influences their spatial distribution in peripheral tissues.

Despite the advancements made in this study, the precise mechanisms of action by which DNGR-1 affects cDC progenitor differentiation, migration, and localization remain elusive. One hypothesis is that DNGR-1 regulates pre-cDC behavior by subtly modulating the expression of receptors involved in migration and/or tissue retention, as suggested by gene expression analysis. Alternatively, DNGR-1 may influence the responsiveness of pre-cDCs to environmental cues that regulate migration and localization patterns. At present, we do not have a means of demonstrating whether DNGR-1–dependent restriction of cDCpoiesis has a functional impact. However, as cDC composition dictates both the quality and magnitude of the T cell response, elucidating the specific effects of DNGR-1 on the proliferative and migratory capabilities of pre-cDCs could offer an avenue for therapeutic interventions aimed at regulating the network of tissue cDCs.

## Materials and methods

### Resources

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Caetano Reis e Sousa ().

#### Material availability

All mouse lines generated in this study are available from the lead contact.

#### Data and code availability

Bulk RNA-seq dataset have been deposited at GEO at accession no. GSE278566. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model

#### Mice

All mouse trains, C57BL/6J (BL/6; stock#000664; JAX), C57BL/6.SJL.CD45.1 (J) (BL/6 CD45.1; stock#002014; JAX), C57BL/6J xB6.SJL.CD45.1J F1 (BL/6 CD45.1/2), *Clec9a*^*Cre/Cre*^ (generated using BL/N-derived embryonic stem cells (ES) and backcrossed 10 times to C57BL/6J), *Clec9a*^*eGFP/eGFP*^ (generated using 129S6/C57BL/6 F1-derived ES cells and backcrossed 20 times to C57BL/6J), *Clec9a*^*tdTom*^ (generated using BL/N-derived ES cells and backcrossed 12 times to C57BL/6J), *Clec9a*^*Cre/Cre*^*R26*^*YFP/YFP*^ (ROSA26-EYFP backcrossed five times to *Clec9a*^*Cre/Cre*^), *Clec9a*^*Cre/+*^*R26*^*tdTom/+*^ (ROSA26-CAG-td Tomato crossed three times to *Clec9a*^*Cre/Cre*^; each colony crossed 10 times to C57BL/6J), and OT-I x *Rag1*^*−/−*^ were bred at the animal facility of the Francis Crick Institute. Mice were 6–12 wk of age at the start of the experiments unless otherwise stated. Mouse genotypes were determined using real-time PCR with specific probes designed for each gene (Transnetyx). Animal experiments were performed in accordance with national and institutional guidelines for animal care and were approved by the Francis Crick Institute Biological Resources Facility Strategic Oversight Committee (incorporating the Animal Welfare and Ethical Review Body) and by the Home Office, UK.

#### Cell lines

BRAF^V600E^ 5555 cells were grown in RPMI 1640 containing 10% FCS, 2 mM glutamine, 50 mM 2-mercaptoethanol, 100 U/ml penicillin, and 100 mg/ml streptomycin (R10). The cell line was independently screened negative for mycoplasma contamination by the Cell Services STP at the Francis Crick Institute.

### Methods

#### Preparation of single-cell suspensions

Tissues—femurs, tibias, spleens, LNs, and lungs—were recovered into FACS buffer (3% FCS and 5 mM EDTA in PBS). BM cells were extracted by flushing the femurs and tibias with 10 ml of FACS buffer. Spleens, LNs, and lungs were cut into small pieces and digested with collagenase VI (400 U/ml) and deoxyribonuclease I (0.4 mg/ml) in RPMI 1640 for 15–20 min (spleen and LNs) or 30–40 min (lung) at 37°C. Digested tissues were strained through a 70-μm cell strainer and washed with FACS buffer. For lung, leukocytes were enriched by Percoll gradient centrifugation. Blood leukocytes were enriched by Ficoll gradient centrifugation. BM cells, LNs, and lungs were resuspended in a final volume of 500 μl and spleen in a final volume of 3 ml.

#### BM transplantation assays

Lethally irradiated (6.6Gy twice with a 4-h interval between the two doses) BL/6 CD45.1/2 mice were grafted with (a) 2 × 10^6^ BM cells mix (1:1) of BL/6 5.1 and *Clec9a*^*Cre/Cre*^ 5.2 mice, (b) a mix (1:1) of BL/6 5.1 and BL/6 5.2 mice, or (c) a mix (1:1) of *Clec9a*^*Cre/+*^*R26*^*tdTom/+*^ and *Clec9a*^*Cre/Cre*^*R26*^*YFP/YFP*^. Donor reconstitution was assessed by peripheral blood analysis 4–5 wk after transplantation.

#### Migration assays

Flt3L (0.1 mg/mouse/day) was administered subcutaneously to BL/6 CD45.1 and *Clec9a*^*Cre*^ CD45.2 or *Clec9a*^*Cre/+*^*R26*^*tdTom/+*^ and *Clec9a*^*Cre/Cre*^*R26*^*YFP/YFP*^ mice for 4 consecutive days. At day 5, BM was isolated from femurs, tibias, and hipbones, and mature hematopoietic cells were excluded using magnetic depletion. BM pre-cDCs were further enriched by CD11c+ selection. The in vitro migration assay was performed using 96-well Transwell inlets with polycarbonate filters with 5-μm pore size. The transwells were preincubated with the chemokine in 235 μl complete medium in the lower well at 37°C, 5% CO_2_ in a humidified incubator 1 h before seeding the upper well. Increasing concentrations of CCL2 and CXCL12 were used. Complete medium without chemokine served as the negative control. 10^4^ total CD11c (“pre-cDCs”) enriched BM cells as described above were seeded in 80 μl complete medium to the inlet of the transwell and incubated at 37°C, 5% CO_2_ in a humidified incubator for 2 h. After 2 h, migrated cells were harvested from the lower well, labeled with pre-cDCs markers, and quantified by flow cytometry.

#### Flow cytometry and cell sorting

Cell suspensions were stained with antibodies listed in Table S1. Stained cells were analyzed on FACSymphony A5 or LSR Fortessa X20 or purified through a FACSAria III or FACS Aria Fusion (all from BD Biosciences). Data were analyzed on FlowJo software v10.7. Flow Cytometry Standard files were exported from FlowJo for analysis by uniform manifold approximation and projection performed in R (Becht et al., 2018). Quantitative flow cytometry analysis of surface DNGR-1 expression by spleen cDC1 (two experiments, *n* = 9 mice) was carried out as described (Fang et al., 2022) using calibration beads (BD Quantibrite Beads). By comparing the geometric mean fluorescence intensities from multiple experiments in which cDC1s and other cells were stained in parallel, surface receptor numbers were estimated and are depicted in Fig. S1 H.

#### Preparation of F-actin/myosin-coated beads

F-actin was prepared by mixing equal amounts (20 ml) of G-actin and biotinylated G-actin (both at 20 mM or 1 mg/ml), followed by addition of 5 ml of G-actin buffer and 5 ml of 103 F-actin buffer to start the polymerization reaction (1 h at room temperature [RT]). 12.5 ml of biotinylated F-actin (16 mM) was mixed with 27.5 ml of PBS and 10 ml of myosin II (20 mM or 10 mg/ml) for a final concentration of 4 mM each and incubated for 1 h at RT. Biotin–F-actin and myosin II was diluted 1:4 with PBS, and 100 ml was added to 20 ml of fluorescent or nonfluorescent streptavidin-coated beads, which had been washed twice with wash buffer (PBS + 1% BSA), for 30 min on ice. After washing, F-actin and myosin beads were resuspended with 100 ml of biotinylated OVA (0.4 mg/ml) and incubated for a further 30 min on ice. Washed beads were resuspended in wash buffer and sonicated (2 × 2 min) in a water bath sonicator before usage.

#### In vitro XP assay

Flt3L (0.1 mg/mouse/day) was administered subcutaneously to BL/6 or BL/6 and Clec9a^Cre^ mice for 4 consecutive days. At day 5, BM progenitors were isolated as before. Splenic cDCs were isolated by excluding other mature population through magnetic depletion and further positive selection of CD11c^+^ cells. BRAF^V600E^ 5555 cells were UV irradiated (240 mJ/cm^2^) and left overnight (ON) in serum-free RPMI 1640 medium. The following day, necrotic BRAF^V600E^ 5555 cells were pulsed with OVA (10 mg/ml) and poly(I:C) (1 µg/ml) for 1 h at 37°C and were washed three times in ice-cold PBS before resuspension in complete RPMI medium. BM progenitors or splenic cDCs were seeded at 2 × 10^4^ cells/well and OVA-pulsed dead cells were added at the indicated ratio and cultured in 96-well round-bottom plates at 37°C in RPMI 1640 medium containing 2 mM glutamine, 50 mM 2-mercaptoethanol, 100 U/ml penicillin, 100 mg/ml streptomycin, and 10% heat-inactivated FCS. To facilitate dead cell uptake, plates were centrifuged at 1,000 rpm for 3 min at the start of the incubation. Pre-activated OT-I T cells were added (5 × 10^4^/well) and co-cultured ON. Next morning, the plate was freeze-thawed once, and the total amount of IFN-γ was determined by ELISA.

#### Microscopy

Half of the spleen and lung (left lobe) were collected and placed directly into 4% PFA in PBS ON at 4°C. The following day, soft tissues were incubated in PBS with 30% sucrose at 4°C ON and embedded in Tissue-Tek OCT compound at −80°C after. The tissues were cut in a Leica 3050 cryostat to generate 30–40-μm frozen sections. For antibody staining, sections were hydrated in 0.1 M Tris (pH 7.4) and blocked for 1 h at 25°C in 1% BSA, 1% normal mouse serum, and 0.25% Triton TX-100. Sections were first stained ON at 4°C with rabbit anti-CD64, rat anti-CD45R/B220 biotin, rat anti–I-Ab biotin, and goat anti-eGFP diluted in blocking buffer. Sections were subsequently stained with donkey anti-rat AF647, donkey anti-rabbit AF647, and donkey anti-goat AF488. Sections were counterstained in Hoechst 33342 solution and mounted in ProLong Diamond Antifade. Imaging was performed in a Zeiss LSM 880 inverted confocal microscope with a 10x and a 25× oil immersion objective. Sequential excitation of fluorophores at 405, 488, 561, and 633 nm was provided by a combination of argon and helium lasers. Tile scans were acquired covering the entire surface area of the section at a step size of 2 μm and a pinhole of 1 Airy unit. Images were acquired with 512 × 512-pixel resolution with a line averaging of four. Tile stitching was performed using ZEN software (Zeiss).

#### Pre-cDCs localization analysis

Mapping of cDC progenitors in the spleen and lung was performed using a previously described approach (Cabeza-Cabrerizo et al., 2021b; Pereira da Costa et al., 2023). To exclude lineage^+^ cells, histocytometry was used (Gerner et al., 2012). Briefly, after generating surfaces using Imaris, values such as position (X, Y, and Z) or mean fluorescence intensity of different channels are exported into a csv file. The file was then imported into FlowJo, and individual precursor cells quantified using a gating-based strategy. The new analysis file was then run using CytoMAP for clustering analysis (Stoltzfus et al., 2020). CytoMAP generates neighborhoods of cells of a radius of 50 μm, based on the cellular composition of the neighborhood in terms of different cell densities. The number of regions were defined as 3: tdTom+ cells, YFP+ cells, and tdTom+ YFP+ co-localized cells.

#### RNA extraction

Sorted samples were isolated directly into lysis buffer of RNeasy Micro Kit and kept at −80°C until RNA extraction. mRNA, from CDPs, pre-cDCs and cDCs, was extracted using RNeasy Micro kit on the QIACube (Qiagen).

#### Bulk RNA-seq

pre-cDCs and cDCs were isolated from BM and spleen or spleen alone (respectively), using a BD FACSAria Aria II or Fusion sorter. Cells (1 × 10^4^–2 × 10^4^) were sorted directly into lysis buffer to avoid loss of material. RNA was extracted as described above. Sequencing was performed by the Beijing Genomics Institute using DNBSEQ next generation sequencing technology and analysis done in-house. 

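The interval from 106465908 to 143697024 on chromosome 1 overlaps 201 protein-coding genes of the GENCODE M21 annotation of GRCm38, and 123 genes in it were tested in BM pre-cDCs. Of these, 2 had an adjusted p under 0.05 (1.63%, against 0.0155% of the genes outside, Fisher's exact test, two-sided, p = 5.25e-04). An unadjusted p under 0.05 was found for 17 of the 123 genes (13.8%, against 3.73% outside, Fisher's exact test, p = 4.29e-06). The mean log2 CPM of the 123 genes was 3.42, 3.82 and 3.86 in the WT BM samples and 3.86, 3.71 and 3.54 in the DNGR-1 KO BM samples, so this score overlapped between genotypes. With the score as a covariate, 4 genes had an adjusted p under 0.05, 3 of them among the 4 without it. With the genes of the interval left out before adjustment, 1 gene remained past the threshold, which was Clec9a. The list of genes and the scoring used by the authors were not used here.

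**Figure D3:**
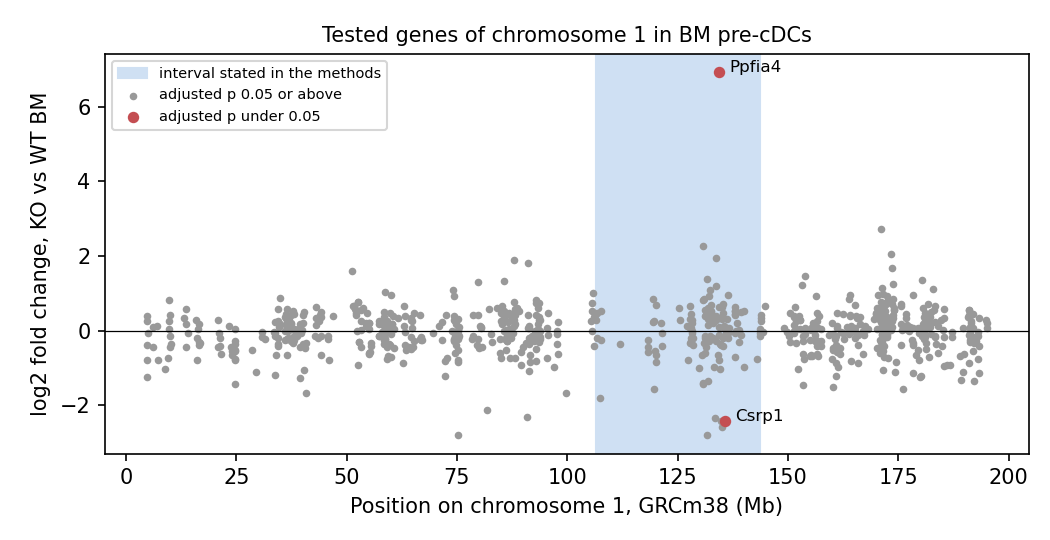
log2 fold change between DNGR-1 KO and WT BM pre-cDCs (y axis) of each tested gene by its start on chromosome 1 of GRCm38 in Mb (x axis), with the interval shaded. The 2 genes with an adjusted p under 0.05 on this chromosome, at log2 fold changes of 6.93 and -2.43, both lie in the interval.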

As Ly5.1– and Ly5.2 derived–animals possess intrinsic genetic differences that may affect cell proliferation and migration, a set of 205 genes on chromosome 1 between 106465908 and 143697024 previously described to impact these pathways (Chisolm et al., 2019), were used to score the cells and regress out effects dominated by the background effect. Differentially expressed genes were defined as those showing statistically significant differences between the DNGR-1 KO and DNGR-1 WT groups. Differential genes were ranked by their log_2_FC value and used for gene set enrichment analysis using hallmark, pathways and processes gene sets from MsigDB (v6) (Subramanian et al., 2005).

#### Quantification and statistical analysis

Statistical significance was determined using Student’s *t* test, one-way ANOVA, or two-way ANOVA with post hoc testing as indicated in the figure legends. Outliers were identified using ROUT. Graphs containing errors bars show means ± SD or SEM. Statistically significant values are indicated in the figures. These tests were performed with Prism Software (GraphPad).

### Online supplemental material

Fig. S1 shows the flow cytometry analysis of mouse cDCs and their progenitors and the expression of the DNGR-1 receptor on these subsets. Fig. S2 shows the DNGR-1 KO pre-cDCs efficiency at colonizing peripheral tissues in a BM chimeric setting. Table S1 lists the reagents and resources used for the experiments reported in this manuscript.

## Supplementary Material

Table S1 shows the list of reagents or resources used for the experiments reported in this manuscript.

## Data Availability

RNA-seq data can be found at NCBI Gene Expression Omnibus repository (accession number GSE278566). Additional data are available in the article itself and its supplementary materials and are also available upon reasonable request from the corresponding author.

# Supplementary material for: DNGR-1 regulates proliferation and migration of bone marrow dendritic cell progenitors
**Source:** J Exp Med. 2025 May 13;222(8):e20241813. doi: 10.1084/jem.20241813
**Supplement:** Table S1 — shows the list of reagents or resources used for the experiments reported in this manuscript.

**Table S1. List of** **reagents or resources used for the experiments reported in this manuscript**

How the deposited data were processed for this re-analysis (not part of the article)

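Bulk RNA-seq was measured in 9 samples of pre-cDCs from mixed BM chimeras: 3 WT and 3 DNGR-1 KO samples from BM, and 1 WT and 2 DNGR-1 KO samples from spleen. Samples were grouped by the genotype and tissue in their labels, with the digit in each label as the replicate number. All columns of the tables belonged to these samples. The labels of the WT samples name CD45.1 in one field and CD45.2 in another, and the paper's CD45.1 was used.

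The authors deposited a table of expected counts for 51912 genes, not normalized, in which 25.6% of the nonzero values are not whole numbers. The authors also deposited log2-scale values of 20810 genes after DESeq's variance stabilizing transformation, with a floor of 8.43 at 0 counts. In each of the 9 samples, equal rounded counts had equal VST values. The paper's text does not name the aligner, the counting method, the genome build, or the settings of the transformation. Values that are equal wherever the counts are equal hold no correction made gene by gene, such as regressing out a score, so the VST values were taken as uncorrected for the score of the chromosome 1 genes. The design was written for raw counts, and the expected counts were rounded to whole numbers before any count test.

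Gene symbols and coordinates came from the GENCODE M21 annotation of GRCm38, which may differ from the authors' annotation. A symbol was found for 51719 of the 51912 identifiers of the count table. Reads that paralogs or overlapping genes share could have been divided between them by the authors' counting.

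Differences between groups were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). BM genotypes were compared over the 6 BM samples, and tissues over all 9 samples with genotype as a covariate. The standard error of a log2 fold change was taken from the F statistic of the test. DESeq2 1.42.0 and limma 3.58.1 (voom) were alternatives. CPM values are normalized by TMM, and log2 CPM values use a prior count of 2. Exact permutation tests enumerated all splits. Preranked enrichment used fgsea 1.28.0 with sets of 5 to 1000 genes and its default of 1000 simple permutations. In 1 fit, without DNGR-1 KO BM sample 1, this number left a p undefined, and 100000 were used there, a choice made after the values were seen. With 100000 for the main comparison, 19 sets passed the threshold in place of 20. The sets were 25 Reactome sets distributed with fgsea and 12 sets defined by symbol, and the MSigDB sets named in the methods were not used here. Values are given for the sets that the text names and not for each of the 37, and 1 set is not reported here. Spleen sets were placed among 10000 random lists matched in 20 bins of mean expression.

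The depth of 17103806 to 23722298 counts per sample puts the smallest share that 3 counts can show at 0.127 to 0.175 CPM. Folds against samples at or under 3 counts are given as lower bounds. No pair of replicates was close enough to be a library deposited more than once: the chi-square per gene between replicates was 30.8 to 267.

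The scripts were tested on simulated counts drawn from the means and library sizes of the samples, with 200 genes changed. In the BM comparison 72.4% of the tested genes changed by a log2 value of 2 were recovered, and 97.7% of those above 10 CPM, with 0 genes called when none was changed. In the tissue comparison 25.9% were recovered at a log2 change of 2 and 59.7% at 4. A set shifted by a log2 value of 1 ranked first among 37 sets, and 0 sets were called without a shift. Each gene was drawn independently, so this does not show the rate of false calls for sets whose genes vary together between samples.

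The genes named are those that the paper names for its RNA-seq, Clec9a, Ptprc, the chemokine receptor family, in BM the genes with the lowest adjusted p past the threshold that changed the same way in all 3 same-numbered pairs, in spleen the 5 highest and 5 lowest log2 differences among genes with a mean of at least 50 counts and the same sign in both DNGR-1 KO samples, and for tissues the 5 lowest adjusted p in each direction. Designs, alternatives and this rule were fixed before the data were examined, and genes outside it are marked where they appear. The replicate numbers come from the sample labels; whether WT and DNGR-1 KO cells of one number came from the same mice is not stated. The alternatives tried were other count tests, other filters on low counts, the replicate number as a block, all samples in one fit, the congenic score as a covariate, the interval left out, other numbers of genes or log2 CPM in the principal component analysis, other rankings and tests for gene sets, another prior count, and each sample left out in turn. Thinning of counts to equal totals, correction for GC content and length, the number of simple permutations, the placement of BM sets among random lists, and 3 further settings for the Fig. 4 E and chemokine receptor genes (limma-voom, at least 10 counts in every sample, and the interval left out) were added after the data had been seen.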

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

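Of the tests in this part, those on thinned counts, on the genes around Clec9a, on the interval without the called genes and on the Y-linked genes were chosen only after the result was seen.

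Y-linked transcripts appeared in some DNGR-1 KO samples and the paper does not report on them. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty, chosen as sex markers before their values were seen, was 16.3 CPM in DNGR-1 KO BM sample 1, 62.0 CPM in DNGR-1 KO spleen sample 1 and 76.2 CPM in DNGR-1 KO spleen sample 2. The other 2 DNGR-1 KO BM samples had 9 and 0 such counts, the WT BM samples 0, 0 and 1, and the WT spleen sample 0. Xist was read in all 9 samples. All 4 Y-linked genes were above 3 counts in each of the 3 samples, which is consistent with male cells among the KO cells of some samples. Sex as a difference between all WT and all DNGR-1 KO BM samples was tested by the number of DNGR-1 KO BM samples with more than 3 Y-linked counts, which was 2 of 3, so sex alone does not separate the BM genotypes. In spleen the Y-linked reads were found in both DNGR-1 KO samples and not in the WT sample, so the 3 spleen samples by themselves do not separate genotype from Y-linked reads. This does not bear on Clec9a, the targeted gene, or on Ppfia4 and Csrp1, which also differed in DNGR-1 KO BM sample 3, with 0 Y-linked counts. The paper's text does not state the sex of the mice. A mixed sample cannot be told apart from sorted cells of more than one donor, and no biological explanation was tested.

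Ppfia4 and Clec7a passed the threshold in BM and the paper's text does not discuss them. Ppfia4 had a log2 fold change of 6.93 and Clec7a of 2.69, both higher in 3 of 3 DNGR-1 KO samples. Ppfia4 lies in the chromosome 1 interval that differs between CD45.1 and CD45.2 mice, and so does Csrp1. Genes past the threshold were found there more often than elsewhere (Fisher's exact test, p = 5.25e-04), but that test rests on Ppfia4 and Csrp1 themselves. With both of them and the other called genes left out, 15 of 121 genes of the interval had an unadjusted p under 0.05 (12.4%, against 3.72% elsewhere, Fisher's exact test, p = 5.28e-05), so strain variants around Ptprc may account for Ppfia4. Clec7a lies near the targeted gene on chromosome 6. Within 5 Mb of Clec9a, 6 of 87 other genes had an unadjusted p under 0.05 (6.90%, against 3.8% elsewhere, Fisher's exact test, p = 0.149), and 1 of 87, which is Clec7a itself, had an adjusted p under 0.05 (p = 0.0199). The second test rests on the gene that prompted it. The 6 genes also include Gm43914, chosen after its values were seen, which lies inside Clec9a. With Clec7a and genes overlapping Clec9a left out, 3 of 10 genes within 0.25 Mb had an unadjusted p under 0.05 (Fisher's exact test, p = 0.00537), 3 of 16 within 0.5 Mb (p = 0.0212), 3 of 25 within 1 Mb (p = 0.0677) and 4 of 85 within 5 Mb (p = 0.567). The 3 nearest were Olr1 and Klrk1, higher in DNGR-1 KO cells, and Clec1a, lower in them, all chosen after their values were seen. The answer depends on the window, and the windows under 5 Mb were chosen after the neighbours had been looked at, so Clec7a cannot be told apart from effects of the targeting or of variants carried along on the genes next to Clec9a. The smallest DNGR-1 KO BM total was 1.10 times the largest WT BM total, so depth and genotype coincided, but after every BM sample was thinned to the smallest total the same 4 genes passed the threshold. Of 10 lists of cell type markers, 1 parted WT from DNGR-1 KO BM samples (macrophages and monocytes, higher in DNGR-1 KO), where chance gives 1, and other cells among the sorted cells cannot be told apart from an effect of genotype by this test. Of the 4 splits of the 6 BM samples that part the 3 same-numbered pairs, 1, the split by genotype, gave as many genes, and 4 splits cannot give a share under 0.05. The other 3 of these splits and the 6 splits that part 1 pair each gave 0 genes. The number of genes with an unadjusted p under 0.05 was 498 for the split by genotype and ran from 62 to 1094 for the other 9 splits, so by that count the split by genotype did not stand apart. An effect of DNGR-1 loss on Ppfia4 or Clec7a cannot be told apart from the genetic background.

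Ccr1 and the set of caspase activation via extrinsic apoptotic signaling had differences of opposite sign in the 2 tissues. Every DNGR-1 KO BM sample was above every WT BM sample, and both DNGR-1 KO spleen samples were below the WT spleen sample, by a mean log2 difference of -1.89 for Ccr1 and of -0.49 for the set relative to all genes. For the set this mean came from -0.95 in DNGR-1 KO spleen sample 1 and -0.03 in sample 2, and in BM the set did not pass the threshold (fgsea, score 0.928, adjusted p = 0.729). These were 1 of 26 genes and 1 of 37 sets compared, and 10% of genes would part 3 BM samples from 3 by chance. The difference between tissues was not tested, as WT spleen had 1 sample. The log2 difference between the 2 DNGR-1 KO spleen samples had an SD of 2.57 across genes, close to the 2.77 and 2.86 between the WT sample and each of them, so the spleen difference of Ccr1 cannot be told apart from the spread between samples. The median log2 difference of the caspase set between DNGR-1 KO spleen samples 2 and 1 was 0.81, at percentile 98.97 of the matched random lists, so this set differed between samples of the same genotype as well.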

How the results depend on the processing

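The number of genes that differed between DNGR-1 KO and WT BM pre-cDCs was 4. It was 11 with DESeq2, 10 without a filter on low counts and 1 with the interval genes left out, and in those settings 4, 4 and 1 of the 4 genes were among the calls. At an adjusted p under 0.1 it was 6. Across the 6 fits that each left out one sample it ran from 2 to 15. The 15 genes without DNGR-1 KO BM sample 1 were 2 higher and 13 lower, and Clec9a and Ppfia4 were called in each of these 6 fits. With the replicate block the number was 4, and the same 4 genes were called. The deviations of same-numbered WT and DNGR-1 KO BM samples from their group means correlated across genes with a mean r of 0.0404, against -0.0196 for the other pairs. Leaving out the interval genes removes Ppfia4 and Csrp1 from the tests, and the unadjusted p of Clec7a stayed at 1.34e-05 while its adjusted p rose from 0.0437 to 0.0866. The cause of the other changes was not tested.

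For the BM part of Fig. 4 E, Ccl5 was tested, and Ccl27a was tested as one of the symbols looked up for the label Ccl7a. Of these 2 genes, 0 had an adjusted p under 0.05 over all genes in any of 15 alternatives, and 1, Ccl5, had an unadjusted p under 0.05 in the main comparison. Clec7a, the other gene set beside that label after the data had been seen, is not in this count and had an adjusted p of 0.0437 over all genes. Adjusted over the genes tested for Fig. 4 E, Ccl5 passed the threshold in the main comparison and in every alternative but that with at least 10 counts in every sample, where it was not tested. The paper shows Ccl5 as differing in these same data, so this adjustment is not an independent test of it. The number of chemokine receptor genes past the threshold adjusted over the family was 0 and became 1 with DESeq2, 1 without a filter on low counts, and 1 with at least 10 counts in every sample, a setting added for this family after the data had been seen. It ran from 0 to 1 across the fits without one sample. The cause was not tested.

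The number of genes that differed between spleen and BM was 2631, of which 37.2% were higher in spleen. It was 1246 with the replicate block and 1336 with DNGR-1 KO samples only, and 3946 with DESeq2. Among genes with at least 10 counts in every sample, 1762 differed and 55.5% of them were higher in spleen. Without one spleen sample the number ran from 2252 to 3187. The difference between DNGR-1 KO samples 1 and 2 in spleen correlated with that in BM with r = -0.0419 across genes. The cause was not tested.

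PC1 separated the tissues in all 12 alternatives. PC2 carried 16.4% over all genes and 11.3% over the 2000 most variable genes, and 5.62% to 7.70% across the fits without one sample. The share of the total sum of squares between genotypes within tissues was 8.88% on log2 CPM. Its exact permutation p was 0.0333, against 0.1 on the VST values and 0.0667 over all genes. The share of tissue kept its side of the threshold in both alternatives.

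The number of gene sets past the threshold in BM was 20. It was 0 with camera and 13 with the replicate block, and ran from 0 to 17 across the fits without one sample. The score of cytosolic ribosomal proteins ran from -2.618 to 0.728 across these fits and reversed without WT BM sample 1. Of 156 scores of the named sets under alternatives, 42 became weaker and 113 kept their side of the threshold. The number of spleen sets outside the central 95% was 9, and 6 to 9 under the 5 alternatives, and 12 of 55 percentiles of the named sets crossed a bound of the central 95%. All 6 spleen genes of Fig. 4 E were higher in both DNGR-1 KO samples under the prior count, the VST values and the TMM factors tried, and in each DNGR-1 KO sample alone. The size of the spleen differences of the named genes moved most with the VST values. There that of Ppfia4 went from 10.41 to 3.69 and that of Clec9a from -10.47 to -3.29. For Clec9a, Ldlrad3, Tldc1 and Cryab the SD between the DNGR-1 KO samples was 0, so moves cannot be judged against it. The differences of these genes were unchanged with either DNGR-1 KO sample left out. For single genes in BM, 12 of 172 values became weaker and 7 stronger. The cause was not tested. Counts of 0 to 3 in the WT spleen sample limit its folds to lower bounds, and with 3 samples per group the genes of low expression were recovered least in simulated data.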

Differences from the paper's values

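The share of variance on PC1 was 84.4% over the 500 most variable genes, against the paper's about 55% in Fig. 4 B, read by eye. Over all genes it was 55.1%, and over the 2000 most variable genes it was 72.6%, and these 2 of the alternatives set before the data were examined lay within 1.5 times the paper's value. The log2 CPM values gave 82.6%, and the fits without one sample gave 83.7% to 86.5%, which did not. The share on PC2 was 5.83%, against the paper's about 29% in Fig. 4 B, read by eye. It was 16.4% over all genes, and none of the alternatives set before the data were examined closed the gap.

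The methods name a count of genes on chromosome 1 for the interval, the paper's 205, and 201 protein-coding genes overlapped it in the annotation used.

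The paper lists Ccl5 as higher in DNGR-1 KO BM pre-cDCs. It was higher in 3 of 3 DNGR-1 KO samples here, and its adjusted p was 0.861 over all genes tested and 0.00633 over 8 genes, among them Ccl27a, which was looked up for the label Ccl7a. The 8 genes include those that the paper shows as differing in these same data, so 0.00633 is not from an independent test. Ccl5 did not pass the threshold over all genes in any setting that was run. The paper's significance in Fig. 4 E comes from an unpaired t test with Welch's correction, and no adjustment over all genes is stated for it. The thresholds are thus unlike, and the unadjusted p of Ccl5 here was 7.91e-04 (edgeR's quasi-likelihood test).

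The paper describes adhesion pathways as higher in DNGR-1 KO BM pre-cDCs. Of 7 adhesion sets, 1 passed the threshold. With genes ranked by the signed square root of F it was 2, adding cell adhesion molecules, without WT BM sample 2 it was 4, and without DNGR-1 KO BM sample 3 it was 2. It was 0 with camera and without WT BM sample 1, with 0 sets at an unadjusted p under 0.05 in both, and 0 without WT BM sample 3, DNGR-1 KO BM sample 1 or DNGR-1 KO BM sample 2, with 2, 2 and 3 sets at an unadjusted p under 0.05. When the median log2 fold change was placed among matched random lists, a setting chosen after seeing the values, 6 of 7 adhesion sets lay above the central 95%, at percentiles 98.5 to 99.96. The paper also describes genes for cytokines and effector molecules as enhanced in BM. The list drawn up here had a score of 1.44 (fgsea, adjusted p = 0.129), passed the threshold of preranked enrichment or camera in none of the settings that were run, and lay at percentile 92.9 among the matched random lists. The paper describes cell cycle signatures as higher in DNGR-1 KO pre-cDCs. Of 7 cell cycle sets, 1 was higher and 0 lower in BM by preranked enrichment. None passed the threshold with camera. By preranked enrichment none passed without WT BM sample 1, WT BM sample 3, DNGR-1 KO BM sample 2 or DNGR-1 KO BM sample 3. Among the matched random lists, 1 lay above and 2, DNA replication and S phase, below the central 95%. Of the 3 protein synthesis sets of the same group, 2 were lower by preranked enrichment and 3 lay below the central 95%. The medians of these 3 sets and of DNA replication and S phase were positive in same-numbered pair 3 of BM. For spleen the paper describes signatures of cell cycle, activation, adhesion and migration as higher, though less so than in BM. It also describes lower activation and proliferation signatures there. Sets given below as higher in spleen go with the cell cycle and activation parts of the first statement, and Toll-like receptor cascades with the second. No migration or adhesion set lay outside the central 95% of the random lists when both DNGR-1 KO spleen samples were compared with the WT sample. Of the activation sets, Toll-like receptor cascades lay at percentile 0.07, and cytokines and effector molecules at 99.5, above the central 95% of the random lists. The latter lay inside it, at 96.03, with DNGR-1 KO sample 1 alone and above it, at 97.9, with sample 2 alone, and the difference between the 2 DNGR-1 KO samples placed this list at 100, so it differed between samples of the same genotype as well. The cell cycle set and the S phase marker list lay at 98.2 and 97.99, also above the central 95% of the random lists, and DNA replication at 97.3, inside it. DNA replication lay above it with DNGR-1 KO sample 1 alone (99.93) and with at least 10 counts in every spleen sample (98.3). With DNGR-1 KO sample 2 alone it lay inside (80.1). The cell cycle set lay inside the central 95% with either DNGR-1 KO sample alone (96.9 and 87.01) and with at least 10 counts in every spleen sample (94.98). The S phase marker list lay inside it with DNGR-1 KO sample 1 alone (78.4), with at least 10 counts in every spleen sample and with the interval genes left out (94.2 in both). No cell cycle set lay below the central 95% in any setting that compared DNGR-1 KO with WT. The gene sets were other ones than the paper's.

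The paper proposes that chemokine receptor expression was not affected. No receptor gene passed the threshold over all genes, and the family as a set had a score of 2.00 (fgsea, adjusted p = 0.00314). The set did not pass the threshold with camera (adjusted p = 0.583) or by preranked enrichment without WT BM sample 1 (adjusted p = 0.327), WT BM sample 2 (0.0502), DNGR-1 KO BM sample 2 (0.0764) or DNGR-1 KO BM sample 3 (0.0749), and it passed in the other settings of preranked enrichment that were run.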

Other observations

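All tests in this part were chosen only after the result was seen, apart from the tests of library size and spread in spleen and the counts of splits.

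The BM gene sets depended on how the spread between genes was treated. After correction of the log2 fold changes for GC content and gene length, which explained 5.75% of their variance, 16 of the 20 sets remained past the threshold in the same direction, so this bias does not account for most of them. Camera, with a median correlation between genes of a set of 0.0658 and a highest one of 0.887, called 0 sets, with 1 at an unadjusted p under 0.05. This is consistent with genes of a set varying together between samples, which the preranked test does not take into account. Of the 4 splits of the BM samples that part the 3 same-numbered pairs, 1, the split by genotype, gave 20 sets, and the others gave 15, 5 and 0. Among the 6 splits that part 1 pair, up to 15 sets were called. With 4 splits no share under 0.05 can be reached.

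Of the 8 splits of all samples that part the 3 same-numbered pairs of BM and spleen, 1, the split by tissue, gave as many genes as the tissue comparison, and 8 splits cannot give a share under 0.05. Among all 84 splits the next highest numbers were 976, from the 3 WT BM samples against the others, and 62, from the 3 DNGR-1 KO BM samples. Genotype was in the model, so these 2 splits compare BM with spleen within a genotype and are not arbitrary groupings. No other split gave a called gene.

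The WT spleen sample differed from the others in ways that bear on the spleen comparison. It had 10302 genes with at least 10 counts, against 11609 and 11531 in the DNGR-1 KO spleen samples, and the smallest total count. Among genes with at least 100 counts in both other spleen samples, 6.07% (509 genes) had at most 3 counts in the WT sample, against 1.92% and 1.82% in the DNGR-1 KO samples and at most 0.0862% in any BM sample. Of the 509 genes, 272 had at least 100 counts in all 6 BM samples. In reverse, 124 genes had at least 100 counts in the WT sample and at most 3 in both DNGR-1 KO samples. The SD of the log2 difference across genes was 2.57 between the DNGR-1 KO spleen samples and 0.824 to 1.04 between BM samples of the same genotype. The higher counts of the spleen genes of Fig. 4 E may therefore reflect genes missing from the WT library, and this cannot be told apart from an effect of genotype with 1 WT sample.

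The 5 highest spleen differences were those of Ppfia4, Slc40a1, Tmem131, Cd1d1 and Mtfr1, at least 948-fold, 426-fold, 340-fold, 184-fold and 204-fold higher in the DNGR-1 KO samples, and all had 0 or 1 counts in the WT sample. The 5 lowest were those of Clec9a, Cass4, Ldlrad3, Tldc1 and Cryab. Cass4, Ldlrad3, Tldc1 and Cryab were at least 481-fold, 291-fold, 251-fold and 216-fold lower. These differences have no replicate check.

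Transcripts of T cells were present in all 3 spleen samples. Of 7 T cell markers listed before the test, 6 were above 3 counts in every spleen sample and 1 in every BM sample, and the mean log2 CPM of the list was 8.34 higher in spleen. Cd3d had 1539 counts in the WT spleen sample and 2576 and 10145 in the DNGR-1 KO spleen samples. A candidate source of these transcripts, and of part of the difference between spleen and BM, is T cells or their RNA in the sorted spleen samples. The list of NK cell markers was 5.56 higher and that of erythroid cells 3.63 higher in spleen on the same scale. No biological explanation was tested.

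The label Ccl7a of Fig. 4 E may stand for Clec7a, whose log2 fold change in BM was 2.69. Of Ccl7, Ccl27a and Clec7a, Clec7a alone was higher in all 3 DNGR-1 KO BM samples than in all WT BM samples, with mean VST values of 10.3 in WT and 12.2 in DNGR-1 KO BM. The label was not otherwise identified.

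Yod1 and Xlr3b, chosen after their values were seen, had adjusted p between 0.05 and 0.1 in BM. Yod1 lies in the chromosome 1 interval, with a log2 fold change of 2.27 (standard error 0.31, adjusted p = 0.0750, higher in 3 of 3 pairs). Xlr3b had 0 counts in all WT BM samples and 60 to 222 in the DNGR-1 KO BM samples, at least 16.9-fold higher (adjusted p = 0.0989, higher in 3 of 3 pairs). Over 14 alternatives each, the adjusted p of Yod1 ran from 3.18e-08 with DESeq2 to 0.453 and was under 0.05 in 5, and that of Xlr3b ran from 4.93e-08 with DESeq2 to 0.724 with limma-voom and was under 0.05 in 2. With the replicate block it was 0.203 for both.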
